# Effects of Long-Term Pioglitazone Treatment on Peripheral and Central Markers of Aging

**DOI:** 10.1371/journal.pone.0010405

**Published:** 2010-04-29

**Authors:** Eric M. Blalock, Jeremiah T. Phelps, Tristano Pancani, James L. Searcy, Katie L. Anderson, John C. Gant, Jelena Popovic, Margarita G. Avdiushko, Don A. Cohen, Kuey-Chu Chen, Nada M. Porter, Olivier Thibault

## Abstract

**Background:**

Thiazolidinediones (TZDs) activate peroxisome proliferator-activated receptor gamma (PPARγ) and are used clinically to help restore peripheral insulin sensitivity in Type 2 diabetes (T2DM). Interestingly, long-term treatment of mouse models of Alzheimer's disease (AD) with TZDs also has been shown to reduce several well-established brain biomarkers of AD including inflammation, oxidative stress and Aβ accumulation. While TZD's actions in AD models help to elucidate the mechanisms underlying their potentially beneficial effects in AD patients, little is known about the functional consequences of TZDs in animal models of normal aging. Because aging is a common risk factor for both AD and T2DM, we investigated whether the TZD, pioglitazone could alter brain aging under non-pathological conditions.

**Methods and Findings:**

We used the F344 rat model of aging, and monitored behavioral, electrophysiological, and molecular variables to assess the effects of pioglitazone (PIO-Actos® a TZD) on several peripheral (blood and liver) and central (hippocampal) biomarkers of aging. Starting at 3 months or 17 months of age, male rats were treated for 4–5 months with either a control or a PIO-containing diet (final dose approximately 2.3 mg/kg body weight/day). A significant reduction in the Ca^2+^-dependent afterhyperpolarization was seen in the aged animals, with no significant change in long-term potentiation maintenance or learning and memory performance. Blood insulin levels were unchanged with age, but significantly reduced by PIO. Finally, a combination of microarray analyses on hippocampal tissue and serum-based multiplex cytokine assays revealed that age-dependent inflammatory increases were not reversed by PIO.

**Conclusions:**

While current research efforts continue to identify the underlying processes responsible for the progressive decline in cognitive function seen during normal aging, available medical treatments are still very limited. Because TZDs have been shown to have benefits in age-related conditions such as T2DM and AD, our study was aimed at elucidating PIO's potentially beneficial actions in normal aging. Using a clinically-relevant dose and delivery method, long-term PIO treatment was able to blunt several indices of aging but apparently affected neither age-related cognitive decline nor peripheral/central age-related increases in inflammatory signaling.

## Introduction

Adjunct therapy against type 2 diabetes mellitus (T2DM) with thiazolidinediones (TZDs) is on the rise, with increasing numbers of patients prescribed the TZDs rosiglitazone (ROSI, Avandia®) or pioglitazone (PIO, Actos®). These agents are in the top 50 prescribed drugs in North America, and together account for approximately 20 million prescriptions (2008 data, rxlist.com). Results from over two decades of studies have shown that untreated T2DM can negatively impact brain function. Depending on the severity and the duration of the disease, as well as on the age of the individual, the condition is associated with varying degrees of cognitive deficits, motor dysfunction, and depression [1], [2], [3], [4], [5], [6], [7]. While aging worsens the impact of diabetes on cognitive function, it is not clear how diabetes and accompanying peripheral metabolic dysregulation exacerbate this process. Proposed mechanisms underlying cognitive decline when aging and diabetes coexist include insulin resistance, vascular disease, and inflammation resulting from the release of adipose tissue-derived cytokines. In clinical and animal studies, the brain, and the hippocampus in particular, appear sensitive to peripheral cytokine levels or metabolic stressors [8], [9], [10], [11], with enhanced sensitivity seen in aged animals [8]. Given the role of the hippocampus in memory acquisition, processing and consolidation (reviewed in [12], [13]), inflammation within the structure likely contributes to memory and cognitive deficits with age and/or AD. Nevertheless, almost nothing is known about the mechanisms through which peripheral metabolic dysregulation as those seen in T2DM impact hippocampal function and cognition.

TZDs are best known for their peripheral actions, where these synthetic PPARγ agonists selectively bind nuclear receptors and enhance lipid accumulation in adipocytes, thereby helping to decrease free fatty acid and lipid levels in plasma [14], [15], [16], [17], [18]. This mechanism helps to reestablish insulin sensitivity in T2DM by working on fat, liver, and muscle tissues. Additionally, TZDs are compounds with significant anti-inflammatory actions [19], [20]. Recent evidence indicates that TZDs can have beneficial central effects. In particular, ROSI was shown to improve cognition and verbal memory in patients with mild cognitive impairment (MCI) [21]. Further, a recent preliminary study on patients diagnosed with MCI and diabetes also reported improved cognition following 6-months of PIO [22]. Finally, AD patients lacking the ApoEε4 allele appear to be selectively sensitive to the beneficial effects of chronic treatment with ROSI [23]. The mechanisms underlying these effects in humans are not clear, but are likely to reflect changes in inflammation, vascular function, insulin and/or glucose levels, energy metabolism or beta amyloid clearance. Whether these improvements are due to changes in the periphery, direct effects in the brain, or some combination, is still unknown. In AD animal models (APPV717I, Tg2576, 3×TG), TZDs have been shown to decrease Aβ deposition [24], [25], [26], [27] (but see [28]), inflammation [24], [29], [30], and oxidative stress [28].

The predominant information we have regarding the beneficial effects of TZDs in the brain comes from clinical studies in AD patients [21], [23]. However, given that most patients with diabetes do not have AD, at least in the earlier stages of the disease, it seems important to determine what the potential effects of these drugs are in the context of normal aging, or in the absence of clinically defined cognitive deficits. Compared to research conducted in AD models, however, little is known about the functional consequences of TZDs on cognition in animal models of normal aging. Therefore, the present studies were undertaken to determine whether PIO, the more brain permeant TZD [26], confers significant benefits within the context of normal brain aging. Further, because of our prior work identifying new roles of ROSI and PIO in cultured neurons [31], and the work of others suggesting that targets of TZD actions may include Ca^2+^-mediated pathways in the brain [32], [33], [34], we investigated select biomarkers of aging including the Ca^2+^-dependent afterhyperpolarization (AHP), long-term potentiation (LTP), and hippocampal-dependent spatial memory. Other examined variables in the brain and in the periphery included inflammatory cytokine levels, hippocampal gene signatures, and insulin signaling. Our results suggest that at the dose and duration tested, PIO caused expected beneficial effects including reduced peripheral insulin and lipid marker levels, and reduced a central biomarker of aging, namely the AHP. However, other major markers of aging, including increased inflammatory signaling (based on cytokine array measures in the periphery and microarray measures in the hippocampus), impaired cognition, and altered synaptic plasticity, were not altered with PIO treatment.

## Methods

### Ethics Statement

All procedures were carried out under a University of Kentucky IACUC approved protocol and are in accordance with NIH guidelines for the care and use of laboratory animals.

### Animals

Thirty-six male F344/NIA rats were purchased (Harlan, Indianapolis, IN) in 2 groups of 18 with a 6 week stagger between groups. All animals were fed TD94045 diet (Harlan Teklad, Madison, WI) for one week prior to initiation of PIO or control diets. To limit potential cohort effects across two separate animal purchases, treatment groups were balanced across both cohorts. Each group consisted of 8 young (3 months old), and 10 aged (17 months old) animals. Twelve animals from each group were assigned to either the young control (YC, n = 4), young PIO (YP, n = 4), or aged control (AC, n = 4) treatment groups, and the remaining six animals were placed in the aged PIO (AP) group. In all, the study was comprised of 8 YC, 8 YP, 8 AC, and 12 AP animals. Animals were maintained on the diets for 15–20 weeks, and were 7–8 months old, and 21–22 months old at the time of study completion. Five aged animals died in the course of the study. One AP animal had to be euthanized because of an unresolved mandibular/eye infection, and two AP animals stopped eating, lost considerable weight and were euthanized. Based on two gross necropsy reports, another AP animal died of chronic renal failure, and 1 AC animals died of granular lymphocytic leukemia, both major causes of mortality in the aging F344 [35]. The thirty one remaining animals were active, well-groomed and appeared healthy, and were used for behavioral and electrophysiology studies.

### Blood collections and analysis

Over the course of the study, three *in vivo* glucose measures were taken. Animals were placed in a decapicone® restraint (Braintree Scientific, Braintree, MD) while their tails were washed with warm soapy water and dried under a heat lamp. The lateral tail vein was pricked with a 22 gauge needle and a FreeStyle Lite glucometer (Abott Diabetes Care Inc., Alameda, CA) was used to measure blood glucose levels (mg/dL). Trunk blood from twenty nine animals was collected at the time of hippocampal slice preparation (two samples were lost). Briefly, 2–3 mL was collected in a BD Vacutainer SSD centrifuge tube and allowed to clot at room temperature for one hour. To collect serum, samples were centrifuged at 4000 rpm for 10 min. Half of the serum was sent on dry ice for standard chemistry panel analysis (Comparative Pathology Laboratory, University of California Davis, CA). The remaining serum was frozen (−80°C) and later used to monitor insulin concentrations using the manufacturer's protocol for an ELISA-based assay (Millipore, Billerica, MA) and our bioassay reader (HTS plus 7000, Perkin Elmer, Wellesley, MA), as well as to monitor for the presence of three proinflammatory cytokines using a Multiplex Bio Assay Analyzer (Millipore).

### Insulin Receptor signaling

Liver and brain cortices were used to quantify total and phosphorylated insulin receptor levels according to the manufacturer's protocol (Calbiochem, San Diego, CA), and using duplicates for each sample. Frozen samples were removed from the −80°C freezer and thawed on ice. After a 2 min homogenization period in PBS followed by centrifugation at 300 rpm for 5 min, the pellet was resuspended in Cell Extraction Buffer (BioSource FNN0011) and left to lyse for 30 min with vortexing every 10 min. At the end of this process the suspension was centrifuged at 14K rpm for 10 min and the protein content in the supernatant was determined using a Bradford assay. Detection of the phosphorylated insulin receptor (IR) was accomplished following the Phosphodetect ELISA kit protocol (CBA038, Calbiochem). Total IR present in the samples was measured using IR β-subunit ELISA Kit (CBA039, Calbiochem). Briefly, samples containing the same concentration of total protein were incubated for 2 h in a 96 wells plate coated with IR β–subunit-specific monoclonal antibody. After washing, an antibody specific for IR phosphorylated at Tyr^1162/1163^ (CBA038) or specific for IR β-subunit (CBA039) was added (detection antibody). The excess detection antibody was removed after 1 hr and a horseradish peroxidase-conjugated antibody (anti-rabbit Ig-HRP) was added to the wells for 30 min. Following a final washing step to remove the excess anti-rabbit Ig-HRP, a substrate was added and absorbance was read at 450nm.

### Experimental diets

Pioglitazone (PIO-Actos®) was purchased through our DLAR facility, and was incorporated into standard, color-coded purified rodent diets (TD94045 Harlan Teklad). TD94045 was chosen to approximate the NIH31 diet fed to animals since adulthood (18.8% Kcal from protein, 63.9% Kcal from carbohydrates, and 17.2% Kcal from fat *vs.* 24% Kcal from protein, 62% Kcal from carbohydrates and 14% Kcal from fat in the NIH31). Because of differences in animal weights and food consumption, two PIO diets were used, one formulated at 84 ppm for older animals and another, formulated at 37 ppm for younger animals. Final PIO dosages based on animal food consumption and body weight (each measured 3 times a week throughout the course of the study) were ∼2.3 mg/Kg/day. Actos® is available in 15–45 mg tablets and in humans, serum concentrations following a single 30 mg oral dose reach approximately 1 µg/mL [36], and following a 10 day treatment with once a day 45 mg oral dosing regimen, peak plasma level was measured at 1.6 µg/mL, as reported in The pharmacological basis of therapeutics [37]. The dose used here (∼2.3 mg/Kg/day), is relatively low compared to other reports in animals, and we estimate steady state blood PIO levels at approximately 1.3 µg/mL. This is based on published human clearance values for PIO (1.2 mL/min/Kg) given that the pharmacokinetic properties of PIO in rodents are not available.

### Electrophysiology, AHP and LTP

Electrophysiological data were recorded between 1.5 and 5 weeks after the end of the Morris water maze training to limit the impact of learning and arousal on transient (about one week [38]) hippocampal excitability changes, and because only a single animal could be monitored daily on the electrophysiology setup. Hippocampal slices taken from the medial half of the hippocampus were obtained according to previously published protocols [39], briefly, animals were anesthetized in a CO_2_ chamber prior to decapitation, hippocampi were removed and transverse slices prepared (350 µm in ice cold low-calcium artificial cerebrospinal fluid (ACSF) composed of (in mM): 128 NaCl, 1.25 KH_2_PO_4_, 10 Glucose, 26 NaHCO_3_, 3 KCl, 0.1 CaCl_2_, 2 MgCl_2_.) using a Vibratome® (series 3000, TPI, Saint Louis, MO). For AHP experiments, slices were then transferred to a heated (32°C) interface-type chamber, maintained in oxygenated (95% O_2_, 5% CO_2_) normal-calcium ACSF containing 2mM CaCl_2_ and 2mM MgCl2 for least 2 h prior to recording. For LTP experiments, a modified ACSF containing 2.5 mM CaCl_2_ and 1.3 mM MgCl_2_ was used.

### AHP experiments

Each hippocampal slice was placed in a recording chamber (RC22C, Warner Instruments, Co., Hamden, CT) and maintained in a continuous flow of oxygenated ACSF pre-heated at 32°C using a TC2Bip/HPRE2 in line heating system (Cell Micro Controls, Northfolk, VA). This setup was mounted on the stage of a Nikon E600FN inverted microscope. As previously described [39], cells were impaled with sharp microelectrodes filled with 2M KMeSO_4_ and 10mM HEPES, pH 7.4 (tip resistance 108.2±4.7 MΩ), pulled from borosilicate glass capillaries (World Precision Instruments, Sarasota, FL) using a P80 pipette puller (Sutter Instruments, Novato, CA). All experiments were performed in current clamp mode with bridge balance compensation and capacitance neutralization. Signal was digitized at 2 kHz and low-pass filtered at 1 kHz. Recordings of membrane input resistance (IR) were obtained in response to 800 ms, 200 pA hyperpolarizing current injections using an Axoclamp 2B amplifier (Molecular Devices, MDS, Toronto, Canada) while holding the cell at −70 mV. To generate an afterhyperpolarization (AHP) cells were held at −65 mV (baseline) and depolarized with a 100 ms current injection in order to generate three Na^+^ action potentials. AHPs were elicited every 30 s and at least 6 AHPs were averaged for each cell. The medium AHP (mAHP) was measured as the peak hyperpolarization immediately after the offset of the depolarizing current injection, the slow AHP (sAHP) was measured 800 ms after the end of the current injection. The AHP duration was measured from the end of the depolarizing step until return to baseline. Neurons with input resistance <40 MΩ, holding current >500 pA and action potential height <0 mV, were excluded from in this study. Data were acquired using pClamp 8.0 (Molecular Devices) software through a Digidata 1320A A/D converter (Molecular Devices), and quantification of potentials (e.g., amplitude and duration of AHPs) was obtained with Clampfit software (Molecular Devices).

### LTP experiments

Slices were recorded from within a heated and oxygenated interface-type chamber (32°C) after at least 2 h of recovery. Recording electrodes were 5–10 MΩ (filled with ACSF), and the stimulating electrode was made from twisted insulated stainless steel wire (A-M Systems, Inc. Everett, WA). Stimulation (baseline and LTP) was delivered through a pair of SD9K stimulators (Astro Med Inc., Grass Instr., Warwick, RI). During baseline and after LTP induction, stimulation rate was set to 0.33 Hz. LTP was elicited using a 2 s theta-burst pattern such that eight pulses at 100 Hz (50 ms each) were delivered at 5 Hz [40] in stratum radiatum. Stimulation intensity was set at 33% of the maximum response (determined from an *I/O* curve prior to LTP induction). This LTP induction protocol was chosen to accentuate the age-dependent decrease in LTP induction and maintenance [13], [41], [42], [43], [44], [45], [46]. For each slice, baseline EPSP slopes averaged across the 20 min prior to LTP induction were used to normalize EPSP slopes after LTP induction. Post-tetanic potentiation (PTP) was derived from EPSP slope measures taken immediately after LTP induction (2 min average) and LTP was derived from EPSP slopes averaged 25–30 min after tetanization (5 min average). A slice was removed from the analysis if the percent change in EPSP slope during the baseline period fluctuated more than 25% (up or down), or if the EPSP was contaminated with a spike following LTP induction.

### Morris Water Maze (MWM)

The maze (black circular pool, 190 cm in diameter) was placed equidistant (∼60 cm) to a continuous wall of black curtains hanging from the ceiling, making the environment relatively neutral. Three high contrast black and white cues (90 cm×90 cm, representing a circle, triangle and vertical lines), were placed on the curtains. Each day, the animals were placed in one of the four quadrants; this allowed the animal to learn to map the position of the escape platform relative to the cues on the curtain. Pool temperature was maintained at 25–26°C. One quadrant contained a 15 cm diameter escape platform covered with black neoprene for improved traction. Illumination in the room was set such that the Videomex-V water maze monitoring system (Columbus Instrument, Columbus, OH) could reliably monitor animal movements with no artifacts.

For all training days (days 1–4), three trials were run with animals placed in the pool for 60 s. During the early training days (1–2), animals that did not find the platform within the allotted 60 s were gently guided to the platform. All animals were allowed to stay on the platform for 60 s. Following this 60 s rest period, animals were taken to a drying cage outside the MWM enclosure for 45 s, and then returned to the MWM for a second trial. The intertrial interval was approximately 165 s, with ∼60 s of swimming and 105 s of rest. On day 1, three cue trials were run with animals released in the same quadrant for each trial. In these first trials, a hanging white cup was positioned over the platform (∼30 cm above the water surface), and the platform was set right at, or slightly above the water level, providing the animals with salient clues for a mean of escape. On the next 3 days of training (days 2–4) animals were placed in a different starting location along the periphery of the maze for each trial (3 trials/day), and the platform was submerged (∼2.5 cm below the water surface). Animals were never placed in the pool within the quadrant containing the platform. On the last day (day 5), a single 60 s probe trial was run with the platform removed. Animals were considered visually impaired if they failed to find the platform within the allotted 60 s on 2 out of 3 trials on day 1 (cue learning) , and on 3 out of 3 trials for learning days 3 and 4. Using this criterion, 6 aged animals, 3 AC and 3 AP, were excluded from the behavioral analysis.

### Microarrays

#### Microarray analysis

During preparation of hippocampal tissue for electrophysiology, dorsal and ventral quarters from both hippocampi were placed in RNAse-free Eppendorf tubes on dry ice, and transferred to a −80°C freezer until further use. For each animal (n = 7–8/group), this tissue was treated as a single sample. Each sample underwent RNA extraction, purification, and cDNA labeling separately, as described previously [47], [48], [49], [50], according to standard Affymetrix procedures. Labeled cDNA for each region from each subject was individually hybridized to an Affymetrix rat microarray (RAE230 2.0, 31099 probe sets). All arrays passed standard Affymetrix quality control: GAPDH 3′–5′ ratio 1.07±0.005, RawQ 2.73±0.02, Background noise 79.3±0.6. Scaling factor, based on target intensity of 500, YC: 0.95±0.03, YP: 0.91±0.04, AC: 0.92±0.04, AC: 0.90±0.04; as well as % Present- YC: 69.7±0.44, YP: 70.0±0.33, AC: 69.8±0.51, AP: 70.1±0.35 were not significantly different across treatment groups (two-way ANOVA p>0.4 for main effects of age, drug, and interaction). Visual inspection of residual sign images (Affy PLM [51]) revealed no major image defects.

The MAS5 probe level algorithm (Gene Expression Console v 1.1, Affymetrix) calculated signal intensity and presence/absence calls. Only unique probe sets/genes with ‘A’ grade annotation and >2 presence calls were retained for further analysis. Values were transferred to Excel (2007, Microsoft), Bioconductor [52], MultiExperiment Viewer (MEV, [53]) and the DAVID suite of bioinformatic tools [54] for subsequent analysis. All data are MIAME compliant and the raw data has been deposited in a MIAME compliant database (Gene Expression Omnibus - GEO accession #GSE20219).

### Proinflammatory Cytokine Analysis

Serum samples were analyzed by multiplex bead array using Milliplex rat cytokine kits (RCYTO-80K) according to procedures recommended by the manufacturer (Millipore). Just prior to analysis, frozen sera were thawed and maintained on ice throughout the assay setup. Briefly, all serum samples were diluted 1∶5 in sample diluent and were then incubated in duplicate overnight with capture beads specific for IL-1β, IL-6 and TNFα. Beads were subsequently washed and incubated for 2h with biotin-conjugated detection antibody and then for 30 min with streptavidin-phycoerythrin. Bead fluorescence was then analyzed on a Luminex 100 IS Multiplex Bio-Assay Analyzer. Cytokine concentrations were determined from standard curves of recombinant rat cytokines in which 4-parameter logistic curve fitting analysis was used. All cytokines are reported as pg/ml ± S.D.

### Statistics

For all electrophysiological measures presented here, outliers were removed based on the 2 SD rule. For main effects of age or treatment on these measures, two-way ANOVA with Bonferroni post-hoc analyses were used. Behavioral and chemical panel analyses also used two-way ANOVA. For genechip analyses, the filtered genes (7922 probe sets) were tested statistically by two-way ANOVA (main effects of age and drug, as well as interaction) using the False Discovery Rate (FDR [55]) to gauge multiple testing error (see Results) and post hoc Fisher's Protected Least Significant Difference (PLSD) was used for all-pairwise comparisons among genes with significant main effects/interactions. For all statistical analyses, significance was considered present of p values were less or equal to 0.05.

## Results

### Chemical panel

Analysis of blood serum obtained at time of hippocampal dissection for each animal, revealed a significant effect of PIO on lipids, including decreased total cholesterol (F(_1,25)_ = 4.46, p<0.05) and triglycerides (F_(1,25)_ = 13.9, p<0.001). Insulin levels also were significantly reduced by PIO in both age groups (F_(1,25)_ = 16.7, p<0.0005), consistent with similar human studies reported in the literature [56], [57], [58], [59], [60]. A significant age-dependent increase in HDL was seen (F_(1,25)_ = 5.26, p<0.05) but was not sensitive to PIO. *In vivo* glucose measures (from tail pricks) did not change with age or treatment during the course of the study (Fig. 1C), and analysis of sera obtained at time of dissection showed no glucose level change (see Table 1). Levels of alanine aminotransferase, a marker of liver health, were not affected by age or treatment. Interestingly, the triglyceride (TG) to HDL ratio (TG/HDL) was reduced to the same degree by PIO (∼50%) in young and aged animals (YC = 4.1; YP = 2.3; AC = 2.2; AP = 1.2), suggesting that our use of two PIO diets formulated at different drug concentration for the younger and older animals to compensate for different weights, had similar impact on peripheral lipids. Further, because this ratio is consider a surrogate marker for insulin resistance in humans, it seems PIO levels here where within a therapeutically-relevant range, reducing an indirect, yet classic clinical marker of insulin resistance. Therefore, in the F344 rat and at the dose tested, PIO provided significant reductions in lipid profiles and insulin levels, in a manner similar to that seen in clinical studies [56], [58], [60].

**Figure 1:**
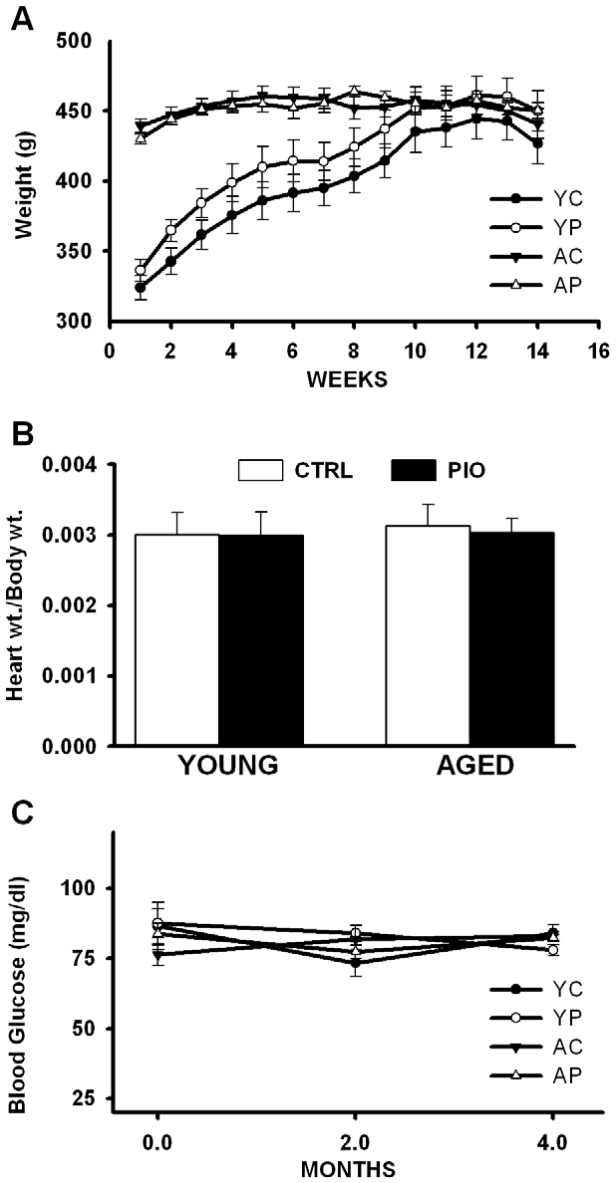
Growth curves, heart weights and blood glucose levels. (**A**) Body weights measured across age during the 14-week long study (YC = young control, YP = young PIO, AC = aged control and AP = aged PIO; 7–12 animals per group). (**B**) Heart weight normalized to body weight in 6–8 animals per group fed either control diet (CTRL) and PIO-enriched diet (PIO). (**C**) Blood glucose levels measured over the course of the study in 3–11 animals per group. Data represent mean ± SEM.

**Table 1:** Blood chemistry panel.

		YOUNG	AGED
**CHOL (mg/dl)**	**CTRL**	119.4±19.7	124.4±10.1
	**PIO**	85.4±8.0 *	108.1±5.9 *
**TG (mg/dl)**	**CTRL**	291.2±45.5	184.2±44.1†
	**PIO**	141.1±21.4 **	88.4±8.7 **,†
**HDL (mg/dl)**	**CTRL**	70.3±7.8	83.2±5.8†
	**PIO**	62.5±5.6	76.7±3.6†
**INSULIN (ng/ml)**	**CTRL**	7.2±1.8	6.1±1.6
	**PIO**	4.4±1.5 #	4.2±1.3 #
**GLUCOSE (mg/dl)**	**CTRL**	112.1±4.9	102.4±6.6
	**PIO**	109.5±8.2	101.4±8.1
**ALT (IU/L)**	**CTRL**	48.9±4.9	51.0±2.7
	**PIO**	37.5±3.2	47.7±4.6

Blood serum markers in control (CTRL) and PIO-treated (PIO) young and aged animals. Abbreviations: Cholesterol: CHOL; Triglycerides: TG; Alanine aminotransferase: ALT; High Density Lipoprotein: HDL.

*, **, and ^#^ indicate significant PIO effects (two-way ANOVA, p<0.05, p<0.001, and p<0.0005, respectively).

† indicates significant aging effect (two-way ANOVA, p<0.05). Data represent mean ± SEM in 7–8 animals per group.

### Organ and animal health

Animal weights were not different by age or treatment group by the end of the study, indicating younger animals on either the control or the PIO diet gained comparable weight (Fig. 1A). Because of prior reports that TZDs might be associated with adverse cardiovascular outcome [61], we measured heart weights in all animals. Normalized heart to body weight ratios showed no difference across groups (Fig. 1 B). Upon examination, no gross adiposity or cirrhosis was noted, and no internal organs showed distinguishable signs of pathology in the PIO group. Overall, it seems PIO was well-tolerated, with no observed anomaly detected in the animals' coat, eyes or skin, as well as internal organs, body, or heart weights.

### Dosage

PIO doses calculated from individual body weights and averaged food consumption (taken three times a week across the duration of the study) were 2.6±0.12 mg/Kg/day for the young PIO group and 1.9±0.07 mg/Kg/day for the aged PIO group. This difference was significant (Ttest, p<0.05).

### Behavioral characterization

Two-way ANOVA on conventional outcome measures associated with the Morris water maze (MWM) including path length and latency to platform, were tested for significance across the 4 days of training. No age or treatment differences were noted during this learning phase apart from a significant decrease in swim speed with age (F_(1,21)_ = 36.2; p<0.0001). Following the last day of training, a probe test (platform removed) assessed 24 h retention of platform location. Aged animals showed significantly longer path length to platform (F_(1,21)_ = 5.06, p<0.05) and latency to platform (F_(1,21)_ = 13.9, p<0.005), likely explained by a decrease in swim speed (F_(1,21)_ = 5.73, p<0.05). A proximal analysis which is not dependent on animals' speed or their original distance to the platform at the beginning of each trial [62] also showed that aged animals were swimming, on average, at a cumulative distance farther from the target than younger animals (F_(1,21)_ = 6.8, p<0.05). A proximity average scalar derived from the cumulative distance data divided by the latency to platform (Fig. 2C) also revealed significant age-dependent impairment on memory recall (F_(1,21)_ = 6.7, p<0.05). Thus, irrespective of the analysis used, no main effect of treatment was found, suggesting that at the doses tested, PIO could not reverse the age-dependent decrease in memory recall 24 h after the last training day.

**Figure 2:**
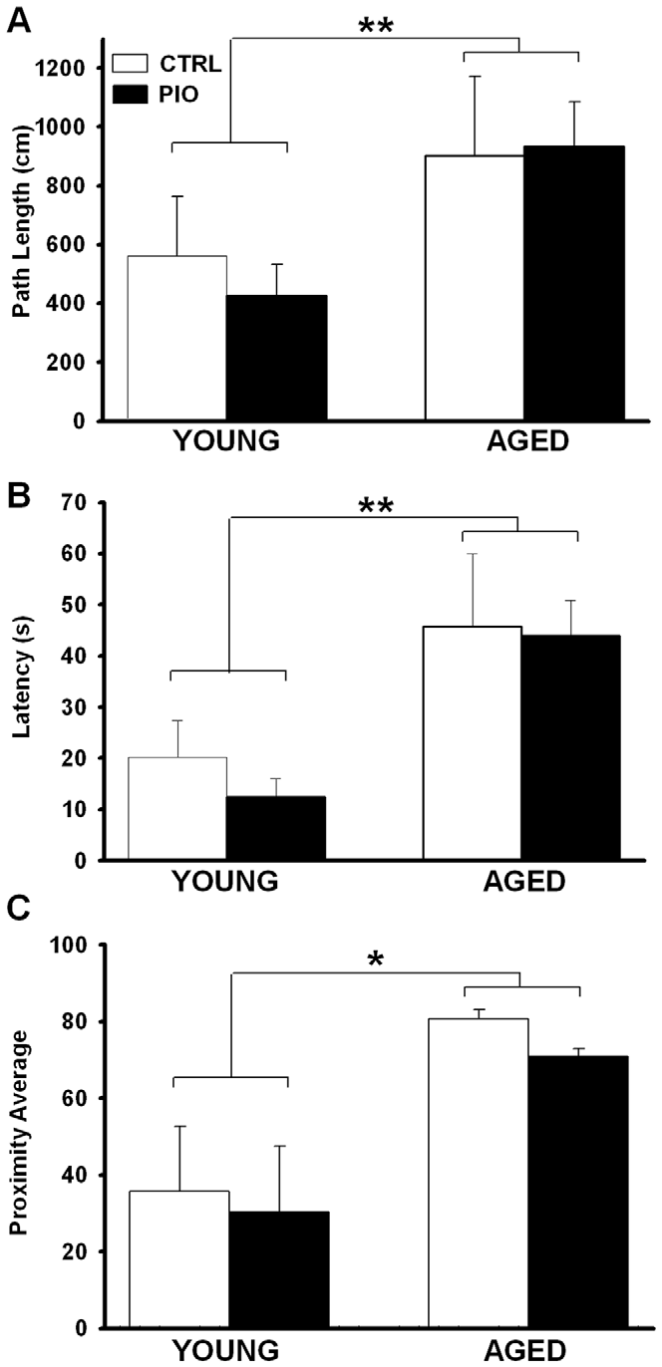
Spatial memory recall. (**A**) Path length to platform recorded across age and treatment groups (CTRL and PIO) show a significant increase in aged compared to young animals. (**B**) Latency to platform also was significant for age effect. In (**C**) Proximity averages representing a scalar index of recall shows a significant age effect. All measures represent animal performance on the probe day taken 24 h after the last training session. No PIO effects were noted. ** Indicates significant aging effect (two-way ANOVA, p<0.01), * indicates significant aging effect (two-way ANOVA, p<0.05). Data represent mean ± SEM in 4–8 animals per group.

### LTP

As described previously [13], [41], [42], [43], [44], [45], [46], an age-dependent deficit in long-term potentiation (LTP) maintenance was seen 25–30 min following LTP induction (F_(1,26)_ = 6.82, p<0.02). Animals treated with PIO did not show signs of improvement on measures of LTP induction or maintenance (F_(1,26)_ = 0.21, p = 0.67). Similar results were seen on measures of post-tetanic potentiation (PTP) taken immediately following LTP induction, showing a significant main effect of age (F_(1,26)_ = 5.51, p<0.03), but no main effect of treatment (F_(1,26)_ = 0.80, p = 0.38). Figure 3 shows group means of normalized EPSP slopes across both age and treatment during 20 min baseline and for 30 minutes following LTP induction. Absolute measures of EPSP amplitudes prior to LTP induction are shown in Figure 3E and reveal a significant age-dependent decrease (F_(1,26)_ = 10.97, p<0.003) but no treatment effect (F_(1,26)_ = 0.01, p = 0.92). This result is consistent with prior evidence that at the CA1 synapse of aged animals, a decrease in the field EPSP is seen, likely mediated by a decrease in the number of functional synaptic contacts [12].

**Figure 3:**
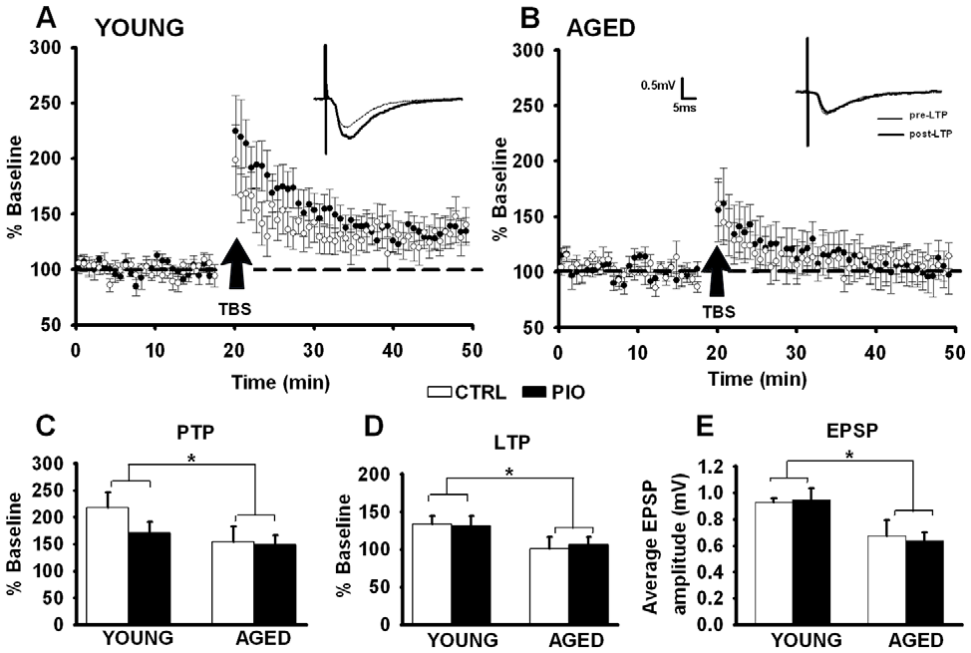
Theta-burst induced synaptic potentiation. (**A**) and (**B**) Normalized EPSP slopes measured across both age and treatment groups during baseline and following theta burst stimulation (TBS). Representative averaged EPSP traces for each age and treatment group are shown in insets. Post-tetanic potentiation (PTP) of the EPSPS was measured immediately following LTP induction (**C**). LTP maintenance was measure 25–30 min latter in CTRL and PIO-treated animals (**D**). (**E**) EPSP amplitudes taken before TBS reveal a significant effect of aging. No PIO effects were noted, * indicates significant aging effect (two-way ANOVA, p<0.05). Data represent mean ± SEM in 6–9 hippocampal slices from 3–5 animals per group.

### AHP

Decreased excitability mediated by an increase in the sAHP is a reliable Ca^2+^-related biomarker of aging in hippocampal CA1 pyramidal neurons [63], [64], [65], [66], [67]. Two-way ANOVA on the AHP (Fig. 4) revealed A significant main effect of aging on measures of sAHP (Fig. 4) amplitude (32.5% increase over young, F_(1,56)_ = 3.96, p≤0.05; two-way ANOVA), and duration (26% increase over young, F_(1,56)_ = 5.05, p≤0.05; two-way ANOVA). Importantly, a main effect of PIO on these AHP measures also was noted with PIO causing a significant reduction in the AHP amplitude (F_(1,56)_ = 4.07, p≤0.05) and duration (F_(1,56)_ = 5.12, p≤0.05). PIO had a greater effect on the AHP recorded from the older animals, essentially reducing the AHP to levels seen in young animals (Bonferroni p≤0.05). No significant difference was found in the mAHP across the different age and treatment groups. No effects of PIO or aging on measures of neuronal health were noted (input resistances in MΩ, were 57.5±0.9 for young controls, 58.3±0.5 for aged controls, 52.1±0.4 for young PIO, and 57.3±0.9 for aged PIO), and all cells displayed overshooting action potentials.

**Figure 4:**
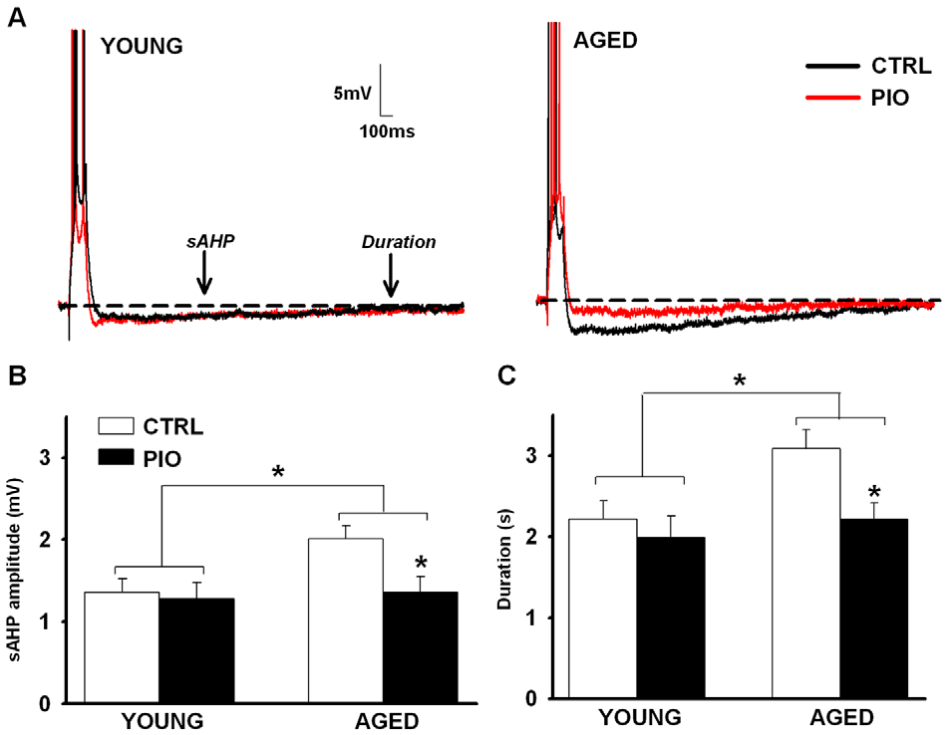
Measures of the Ca^2+^-dependent slow afterhyperpolarization (sAHP). (**A**) Representative examples of AHPs recorded in CA1 pyramidal cells from young (left) and aged (right) animals fed either control (CTRL) or PIO-enriched (PIO) diet. Both amplitude (**B**) and duration (**C**) of the sAHP were significantly enhanced in the aged group. In aged animals, however, long-term PIO treatment significantly reduced the sAHP (red traces in A). * indicates significant aging and PIO effects (two-way ANOVA, p<0.05). Data represent mean ± SEM in 12–21 recorded neurons from 6–7 animals per group.

### IR Signaling

Because PIO reduced insulin levels in the periphery (Table 1), we tested whether we could detect changes in insulin receptor (IR) signaling in the liver and cerebral cortex of each animal. We estimated the degree of IR signaling by normalizing phosphorylated to total IR (ratio) using two separate IR ELISA kits [68]. PIO significantly reduced phosporylated IR levels in both age groups (p<0.01; Fig. 5C). Quantitatively similar decreases in total IR also were seen (p<0.05; Fig. 5A), suggesting no net effect of age or treatment on liver IR signaling (Fig. 5E). Data from animal cortices also showed significant PIO-mediated decrease in phosphorylated IR levels (p<0.05; Fig. 5D), with no change in total IR (Fig. 5B). As surrogate indication of activated insulin receptor signaling, this reduction in phosphorylated IR in the brain and the periphery likely reflects PIO-mediated reduction in insulin levels. It is not clear, however, that this reflects decreases in insulin receptor signaling as neither ratios of phosphorylated to total IR signals (Figs. 5E and F), nor glucose levels, were significantly altered by age or treatment. Interestingly, while total IR levels were comparable in the liver and brain cortical tissues (Figs. 5A and B), phosphorylated IR levels were approximately 5 fold lower in the brain (Figs. 5C and D), suggesting lesser IR signaling in this tissue. Given that the animals in this study were non-diabetic, were not challenged with high fat diets, and were not pathologically aged, these results indicate that reducing insulin levels in healthy animals seems to have had little impact on insulin signaling.

**Figure 5:**
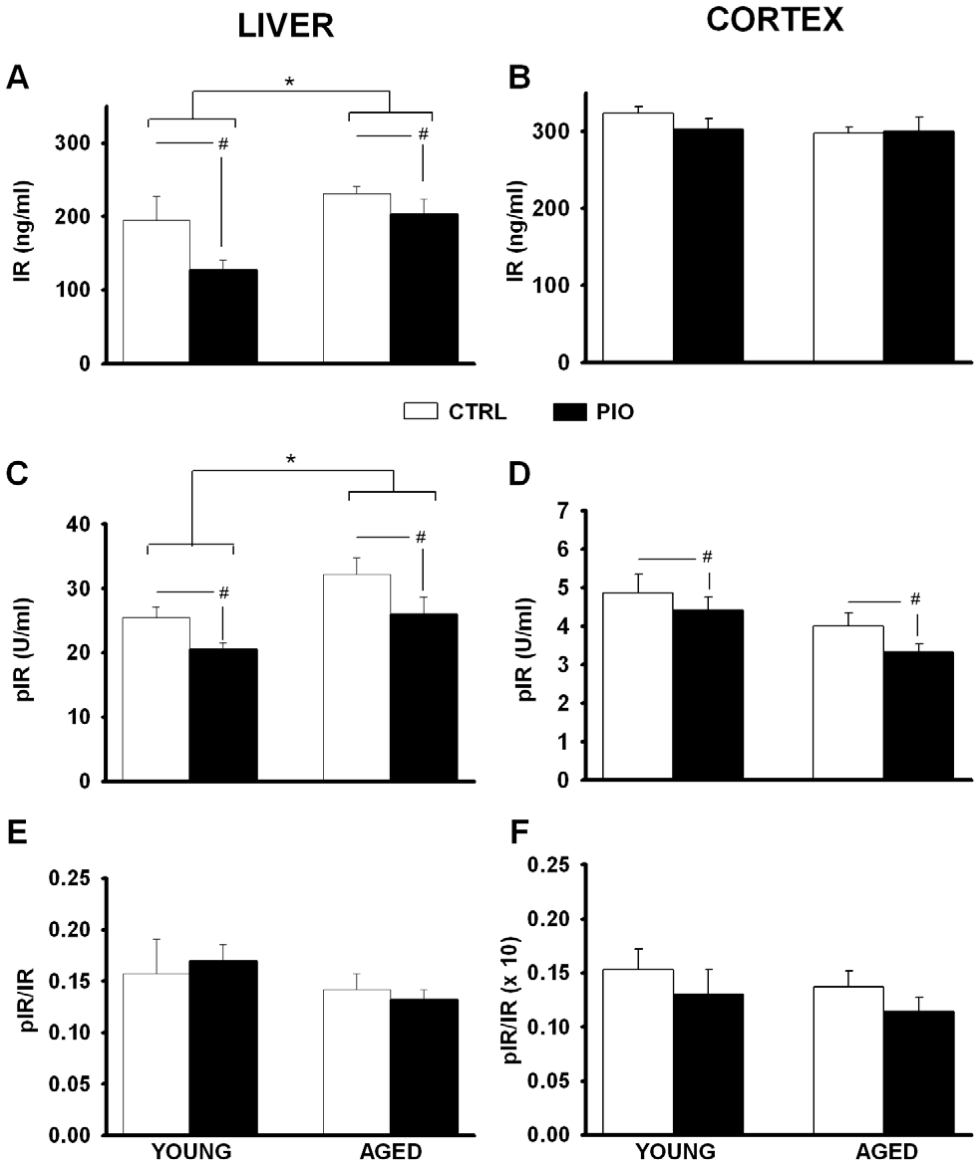
Insulin Receptor signaling. (**A**) and (**B**) Total insulin receptor levels (IR) were measured in liver (left) and cortex (right) as a function of age and diet (CTRL *vs.* PIO). In liver, the significant age-dependent increase in IR levels was significantly reduced by PIO treatment. (**C**) and (**D**) Phosphorylated IR levels (pIR) were also measured in liver (left) and cortex (right). While PIO treatment significant reduced pIR levels in both tissues and both age groups, only liver levels appeared to be sensitive to age. (**E**) and (**F**) Measures of signaling through IR, based on the ratio of pIR (C and D) to total IR (A and B) revealed no effects of aging or PIO treatment. * indicates significant aging effects (two-way ANOVA, p<0.05). ^#^ indicates significant PIO effects (two-way ANOVA, p<0.05). Data represent mean ± SEM in 5–8 samples per group.

### Gene Microarrays

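Hippocampal RNA from 29 rats was measured, 1 array per animal: 8 young control rats, 8 young rats on PIO, 7 aged control rats and 6 aged rats on PIO. The young rats were 7 to 8 months old and the aged rats 21 to 22 months old at the end of the study. PIO, an agonist of the nuclear receptor PPARγ, was given in the diet at 37 ppm to the young and 84 ppm to the aged rats. From food intake and body weight, the paper's methods give a final dose of about 2.3 mg/kg/day. Its results give 2.6 mg/kg/day for the young and 1.9 mg/kg/day for the aged PIO group. The tissue was the dorsal and ventral parts of both hippocampi that were left after slices had been taken, pooled per animal. The authors hybridised the RNA to Affymetrix RAE230 2.0 arrays and made 1 signal intensity per probe set with the MAS5 algorithm, which scales each array to a target intensity of 500 and leaves the values on a linear scale. The deposited values cover 31099 probe sets. The median signal of an array was 179 to 198 in young control rats (median 184), 176 to 189 in young PIO rats (median 182), 181 to 194 in aged control rats (median 188) and 181 to 192 in aged PIO rats (median 186).
The paper's filter on presence calls and annotation grade could not be repeated, since presence calls were not used here. Instead, the dimmest 25% of probe sets by mean signal (under 44.4) and the 57 control probe sets were left out, a probe set had to carry 1 gene symbol, and the probe set with the highest mean signal stood for each gene, which left 11632 genes. Signals were taken to log2 with no further normalization and tested in limma, with 1 mean per group and contrasts for age, for PIO and for their interaction, so that all 4 groups share 1 estimate of the spread of each gene. Genes are called at an adjusted p under 0.05, and the paper's threshold, an unadjusted p up to 0.05, is given beside it. Lists of genes were compared with all other genes by camera. The 33 lists and the rule for the genes named here were fixed before the data were examined. So were the tests and their alternatives, except those said to have been chosen after the data or the result were seen. The number of arrays limits the precision: the median 95% confidence interval of a gene's log2 fold change was 0.101 wide on each side for age and for PIO, and 0.201 for the interaction. Of the 7922 probe sets of Table S1, the first 1515 could be set beside the deposited signals, and for all 1515 the 4 group means were equal after rounding to whole numbers.
Some arrays stand apart from their groups. The array of young control 6 had a median correlation with the other arrays of 0.974, where no other array was below 0.986, and its genes of meninges and choroid plexus were higher than in the other young control rats by a median of 2.73 and 2.01 on the log2 scale. For each array, the genes changed with age were also picked on the other 28 arrays: young PIO 1 had 92.6% of its 176 such genes on the aged side of the midpoint between young and aged PIO rats, and aged PIO 1 had 13.0% of 161 there.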

Two-way ANOVA applied to the 7922 genes in the filtered list (see Methods) yielded three sets of p-values (main effects of aging and drug treatment, and interaction). Because each of these sets of p-values is vulnerable to the error of multiple testing, we plotted p-value frequency histograms (Fig. 6) for each set of p-values, and superimposed the number of findings expected by chance. 

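Single genes differed between aged and young hippocampus. Slc9a3, a sodium and proton exchanger, had a signal of 104 ± 13.4 (SD, n = 8) in young control, 114 ± 39.6 (n = 8) in young PIO, 177 ± 25.3 (n = 7) in aged control and 171 ± 40.6 (n = 6) in aged PIO rats, a log2 fold change with age of 0.69 (standard error 0.12, adjusted p = 0.00588 from limma). Fcgr2b, the inhibitory receptor for immunoglobulin G on immune cells, went from 198 ± 32.2 in young control and 218 ± 54.9 in young PIO to 320 ± 48.1 in aged control and 343 ± 93.7 in aged PIO rats, a log2 fold change of 0.67 (standard error 0.10, adjusted p = 0.00197). Plek, the protein kinase C substrate pleckstrin of blood and immune cells, rose by 0.53 on the log2 scale (standard error 0.09, adjusted p = 0.00607) and Arl11, a small GTPase of the ARF family, by 0.54 (adjusted p = 0.00493). Birc7, an inhibitor of apoptosis, rose by 0.50, Gipr, the receptor of gastric inhibitory polypeptide, by 0.49 and Cdh23, a cadherin known from the tip links of hair cells, by 0.48, with adjusted p values of 0.0139, 0.0173 and 0.0139. The smallest adjusted p of all genes was that of Jhy, a gene needed for normal cilia of the ventricle wall, which rose by 0.46 (standard error 0.06, adjusted p = 0.00108).
Of 11632 genes tested, 76 were changed with age at an adjusted p under 0.05 in limma. Their absolute log2 fold changes ran from 0.12 to 1.36 with a median of 0.31, and all 76 had the same sign in control and in PIO rats. At an unadjusted p up to 0.05 there were 1148 genes for age, 279 for PIO and 204 for the interaction, where 582 would be expected by chance. For PIO and for the interaction 0 genes passed the adjusted threshold, in limma and in the methods' test per gene on log2 and on linear signals alike. The false discovery rate at each p, the p times the number of genes tested over its rank, had a median over these genes of 0.330 for age, 2.41 for PIO and 3.43 for the interaction.
The count of genes changed with age depends on single arrays. With 1 array left out it lay between 36 and 176, and it moved by more than 1.5 times without young control 2 (48), 3 (49), 5 (42) or 6 (127), without young PIO 1 (176), 2 (45), 4 (45), 5 (49), 6 (41) or 7 (39), without aged control 2 (39) or 3 (42), and without aged PIO 1 (161), 2 (36), 4 (39), 5 (45) or 8 (47). Without both young PIO 1 and aged PIO 1 it was 252, all 76 among them; this alternative was chosen after seeing the data, and leaving out arrays because their age genes lie on the side of the other age raises such a count by itself. It was 46 with the methods' test per gene on log2 or on linear signals, 50 after quantile normalization, 50 with dim probe sets kept, 50 over the 7922 genes of highest mean signal and 159 with a weight per array. With subject numbers entered as a block in the fit, 20 genes were changed with age, 17 of them among the 76. The groups share subject numbers, not animals.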

Interestingly, both drug and interaction terms performed well below chance (at p≤0.05; FDR>2.3), while the main effect of age showed a strong, reliable signature (at p≤0.05; FDR = 0.21), similar to that seen in prior studies [48], [49], [51], [70], [71]. Thus, microarray-based transcriptional signatures of hippocampal tissue in this study reliably detected aging-related gene signatures comprised most notably of increased inflammatory pathways. Specifically, age-dependent increases in IL-18, IL-33, and IL-10 (receptor binding unit), and an age-dependent decrease in IL-16 were seen (for a complete list of genes significantly different with age, see Table S1). However, no significant ‘PIO’ or ‘age×PIO’ interaction effects were noted, possibly because the drug has no effect on hippocampal transcription, did not penetrate the CNS, or, alternatively, because the study was underpowered for the discovery of those changes.

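Genes of the immune cells of the brain were higher in aged rats. All 27 measured markers of microglia, the resident phagocytes of brain tissue, had a positive log2 fold change with age, with a median of 0.27. Of these, 10 rose and 0 fell at an adjusted p under 0.05 in limma, and 20 rose when adjusted over the list alone. Tyrobp, the adaptor through which many microglial receptors signal, was at 193 ± 24.7 (SD, n = 8) in young control, 197 ± 36.1 (n = 8) in young PIO, 255 ± 17.5 (n = 7) in aged control and 270 ± 52.3 (n = 6) in aged PIO rats. Its log2 fold change was 0.43 (standard error 0.08, adjusted p = 0.00588 from limma). Fcer1g, the common chain of Fc receptors, rose by 0.35 (standard error 0.06, adjusted p = 0.00698) and Cd53, a tetraspanin of leukocytes, by 0.29 (standard error 0.05, adjusted p = 0.00769). Camera set the microglia list apart from the other genes at the preset correlation of 0.01 between genes (adjusted p = 2.21e-27) and also with an estimated correlation (adjusted p = 0.0158), the only one of 33 lists for which both held with all arrays kept.
The widest shift was that of the genes of MHC class II, which present antigen to T cells: all 10 measured members were positive, with a median log2 fold change of 0.71. Cd74, the invariant chain of MHC class II, had a signal of 228 ± 177 (SD, n = 8) in young control, 290 ± 237 (n = 8) in young PIO, 497 ± 126 (n = 7) in aged control and 815 ± 823 (n = 6) in aged PIO rats, so that animals of 1 group differed widely, and its log2 fold change was 1.36 (standard error 0.32, adjusted p = 0.0415 from limma). RT1-Ba, an α chain of class II, rose by 1.21 (standard error 0.28, adjusted p = 0.0361), and RT1-Da, another α chain, had a log2 fold change of 1.35 (standard error 0.36, adjusted p = 0.0835). In all, 2 members rose and 0 fell, and 7 rose when adjusted over the list alone. Of 12 genes of MHC class I presentation all had positive values with a median of 0.10, 0 passed the adjusted threshold in limma (5 at an unadjusted p up to 0.05) and 2 rose when adjusted over the list alone; B2m, the light chain of class I, had a log2 fold change of 0.14 (adjusted p = 0.113). Of 12 complement genes, 2 rose and 4 rose when adjusted over the list alone, with a median of 0.13. These 2 were C1qa and C1qb, subunits of the first complement component, at 0.35 (adjusted p = 0.0436) and 0.30 (adjusted p = 0.0442), and C3 had a log2 fold change of 0.85 (standard error 0.22, adjusted p = 0.0737). All 24 genes of the interferon response were positive with a median of 0.17; 1 rose, the interferon signaling factor Irf9, by 0.19 (adjusted p = 0.0235), and 5 rose when adjusted over the list alone.
Of 20 genes known to mark activated microglia, 2 rose, Gpnmb by 0.46 (adjusted p = 0.0360) and the lysosomal protease Ctsz by 0.39 (adjusted p = 0.0143), and 1 fell, Lpl, which encodes lipoprotein lipase. Adjusted over the list alone, 5 rose and 1 fell, and the median was 0.10. For MHC class II, camera gave an adjusted p of 5.92e-10 at the preset correlation and an adjusted p = 0.0671 with an estimated correlation. The same 2 values were 4.41e-05 and adjusted p = 0.135 with an estimated correlation for MHC class I, 0.000652 and adjusted p = 0.102 with an estimated correlation for complement, 8.88e-11 and adjusted p = 0.0671 with an estimated correlation for the interferon response, and 0.000502 and adjusted p = 0.166 with an estimated correlation for activated microglia. The mean of each list was also tested by permuting age labels, which does not assume independent genes. The adjusted p of this permutation was 0.000990 for microglia, 0.0170 for MHC class II and 0.0213 for the interferon response. It was 0.0254 for complement, 0.0474 for activated microglia and 0.0689 for MHC class I.
On the array of young control 6, activated microglia genes were higher than in the other young control rats by a median of 0.24. Their mean log2 fold change with age was 0.12 with this array and 0.15 without it. The array was also higher by a median of 1.24 for MHC class II, 0.34 for MHC class I, 0.31 for the interferon response, 0.18 for complement and 0.11 for microglia. Without it the age medians of these other lists were 0.79, 0.13, 0.19, 0.19 and 0.26. Without young PIO 1 and aged PIO 1 they were 0.83, 0.12, 0.22, 0.16 and 0.31, and with an estimated correlation camera then called 7 of 33 lists for age where it called 1 with all arrays: microglia (adjusted p = 0.000884), MHC class II, interferon response and myelin (adjusted p = 0.0320 each), inflammatory response (adjusted p = 0.0444), and complement and lysosome (adjusted p = 0.0490 each). That alternative was chosen after seeing the data, and leaving these arrays out because of their age genes strengthens such calls by itself. The calls of Cd74, RT1-Ba, C1qa, C1qb, Csf1r and Gpnmb were lost with the methods' test per gene, with dim probe sets kept and with every probe set tested on its own, and those of Cd74, C1qa, C1qb, Csf1r and Gpnmb also after quantile normalization. With subject numbers entered as a block in the fit, 19 of all 28 named values past the threshold were not past it. The paper sets the number of genes at p≤0.05 against the number expected by chance, finds the drug and interaction terms below it and the main effect of age above it, and concludes that the signatures of this tissue reliably detected aging, with increased inflammatory pathways foremost. For age it also reports pathway tests, a resampling of inflammatory genes and an overlap with prior studies.

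**Figure D1:**
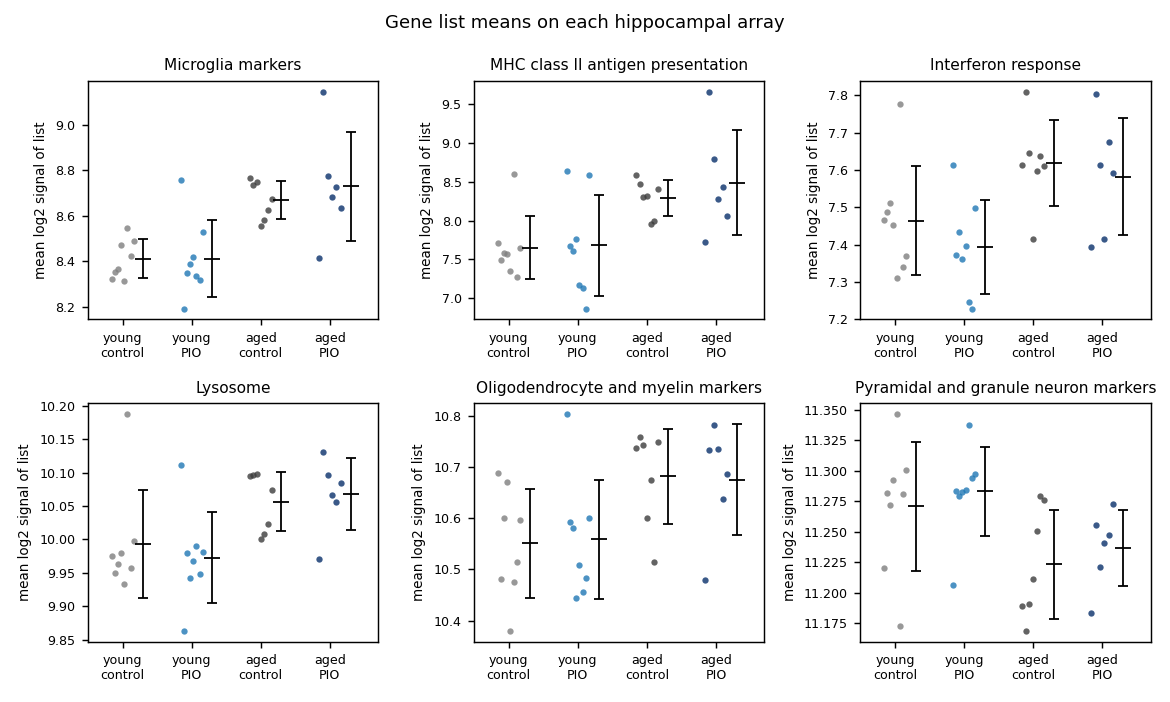
Mean log2 signal of 6 gene lists on each of the 29 arrays, by group. Points are arrays and bars are group means ± SD. The microglia markers lie between 8.31 and 8.55 in young control, 8.19 and 8.76 in young PIO, 8.55 and 8.76 in aged control and 8.41 and 9.15 in aged PIO rats. The control groups do not overlap (highest young 8.546, lowest aged 8.554), and the PIO groups overlap in single animals.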

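Il18, which encodes a cytokine that is activated by caspase-1 in inflammasomes, had a signal of 238 ± 24.5 (SD, n = 8) in young control, 231 ± 24.3 (n = 8) in young PIO, 282 ± 25.2 (n = 7) in aged control and 275 ± 37.8 (n = 6) in aged PIO rats. It rose by 0.25 on the log2 scale (standard error 0.06, adjusted p = 0.0322 from limma). Il10rb, a chain of the interleukin 10 receptor, went from 214 ± 31.6 and 214 ± 21.6 in young control and young PIO to 256 ± 27.8 and 235 ± 31.8 in aged control and aged PIO rats, a log2 fold change of 0.20 (standard error 0.07, adjusted p = 0.223). Il33, an alarmin that is held in cell nuclei, had a smaller relative difference, from 880 ± 46.2 and 908 ± 50.6 in young control and young PIO to 952 ± 55.8 and 939 ± 82.7 in aged control and aged PIO rats, a log2 fold change of 0.08 (adjusted p = 0.432). A dimmer probe set of Il33 gave a log2 fold change of 0.14. Il16, a cytokine that attracts CD4 cells, was lower in aged rats, at 422 ± 36.8 and 418 ± 25.3 in young control and young PIO against 398 ± 25.5 and 368 ± 24.7 in aged control and aged PIO rats, a log2 fold change of -0.13 (standard error 0.04, adjusted p = 0.124).
Of these 4 genes, Il18 passed the adjusted threshold over all 11632 genes, a call that was lost with the methods' test per gene on linear signals and with every probe set tested on its own. In a two-sided permutation test of age labels within each diet, with 100000 permutations, p was 0.00015 for Il18, 0.00848 for Il10rb, 0.0307 for Il33 and 0.00196 for Il16. Adjusted over the 11 genes tested this way, these became 0.00165, 0.0311, 0.0845 and 0.0108 in the same permutation test. The paper chose these 4 genes for their p on the same arrays, so that low p values here are preset by that choice and are not independent evidence.

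**Figure D2:**
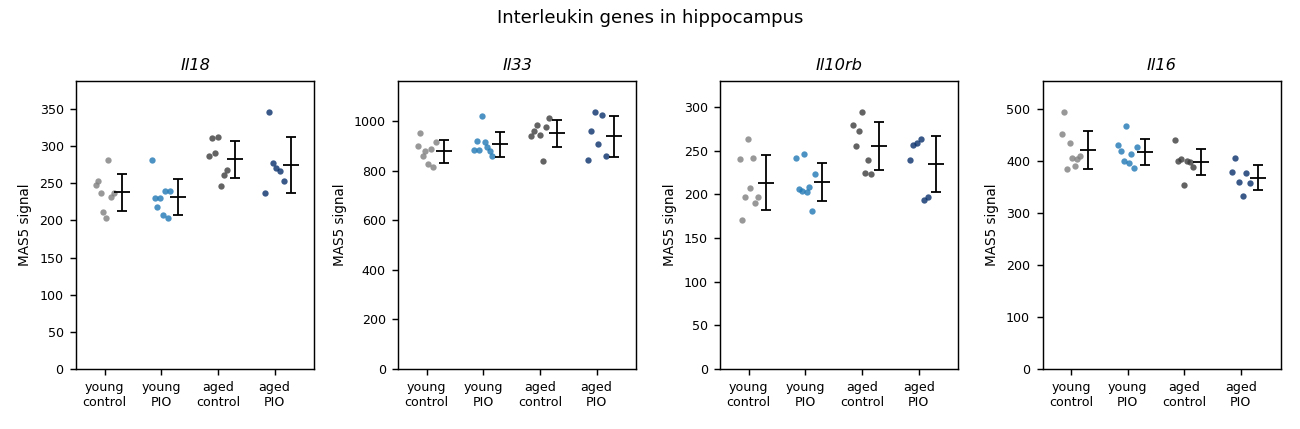
MAS5 signal of Il18, Il33, Il10rb and Il16 on each of the 29 arrays, by group, on a linear axis from 0. Points are arrays and bars are group means ± SD. The means of Il18, Il33 and Il10rb are higher and that of Il16 is lower in the aged groups, with overlap between animals in each panel.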

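No gene was changed by PIO in young or in aged hippocampus at an adjusted p under 0.05. The genes with the smallest p for PIO were Alkbh6, of the AlkB family of dioxygenases, with a log2 fold change of -0.23 (standard error 0.05), Htatip2 at -0.13 (standard error 0.04) and Edn1, which encodes the vasoconstrictor endothelin 1, at -0.35 (standard error 0.11). On the higher side they were Lrfn2, a synaptic adhesion molecule, at 0.21 (standard error 0.06), Cab39 at 0.09 (standard error 0.03) and the cell cycle transcription factor Foxm1 at 0.41 (standard error 0.13). All 6 had an adjusted p of 0.9996 in limma. For the interaction, the smallest p values were those of B3gntl1 (-0.90, standard error 0.23), Fahd1 (-0.49, standard error 0.13), Bag5 (-0.31, standard error 0.09), Gbp7 (0.53, standard error 0.16), the histone deacetylase gene Hdac7 (0.50, standard error 0.15) and Elp6 (0.24, standard error 0.07), and all 6 had an adjusted p of 0.9997.
Pparg, the target of the drug, was dim in this tissue, with a mean signal of 30.4, which is at percentile 19.5 of all probe sets, and a log2 fold change with PIO of -0.06 (permutation test of diet labels within each age, p = 0.761). The 34 measured target genes of PPAR receptors had a median log2 fold change with PIO of 0.00 (camera, adjusted p = 0.854), and 0 of them passed the adjusted threshold. Their smallest p values belonged to Ppargc1a, a coactivator of mitochondrial genes, at 0.05, the fatty acid oxidation genes Acadm and Acaa2 at -0.06 and -0.04, and the fatty acid binding protein gene Fabp7 at -0.05, each with a standard error of 0.04 or 0.05.
Within young rats 300 genes were at an unadjusted p up to 0.05 with PIO (82 higher, 218 lower), within aged rats 192 (96 higher, 96 lower), and 0 passed the adjusted threshold in either comparison in limma. In simulated data of these 11632 genes, 16% of the genes shifted with PIO by 0.1 on the log2 scale were called, 60% of those shifted by 0.2, 86% of those shifted by 0.4 and 100% of those shifted by 0.8. There, 50 genes were shifted by each amount, and fewer shifted genes were not tried. Of the unshifted simulated genes 4.78% were at an unadjusted p up to 0.05, where the real comparison for PIO had 2.40%. The simulation thus differs from the real arrays, and its shares do not give the sensitivity of the experiment.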

**Figure 6:**
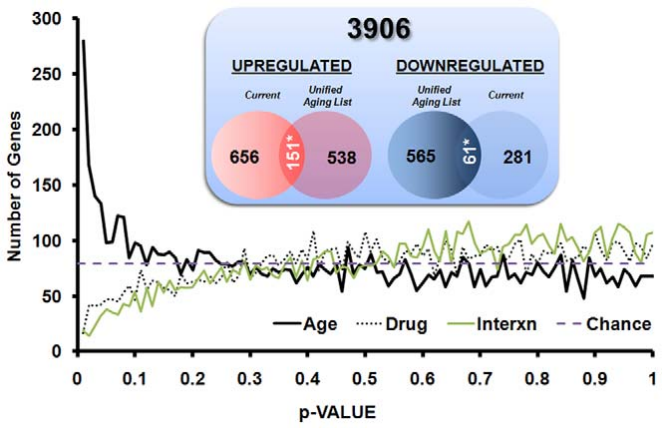
Hippocampal microarray analyses and comparisons to prior aging studies. P-value histogram derived from the results of the two-way ANOVA (age and drug) reveals robust aging, but not drug or interaction effects. Changes in hippocampal microarray gene signatures were separated according to main effects of age, drug, or interaction (age×drug). While more genes than expected by chance (dashed horizontal line) were shown to be age-sensitive (819, bold line), fewer than expected by chance were found to be PIO-sensitive (189, dotted line), or associated with the interaction (125, gray line) (median FDRs for age = 0.21; for drug = 2.3; for interaction = 3.8). Dataset was derived from hippocampal tissue isolated from 6–8 animals per group. **Inset:** Agreement of age-related hippocampal gene expression across this and prior studies. Genes found to be present and annotated across four studies (3906) were subjected to overlap analysis for common age-related transcriptional profiles. Unified aging list includes genes found to change three studies [47], [48], [50]. Here, the number of genes expected to overlap by chance (94 up, 36 down) was significantly greater (151 up and 61 down; p<0.01). * indicates p<1.7E-8 for up and p<2.7E-4 for downregulated genes.

To test whether the effects of PIO may have been limited to targeted pathways or processes that may have been lost in the overall non-significant PIO or age×PIO interaction effects reported in our gene microarray analysis (two-way ANOVA, Fig. 6), we interrogated the Gene Ontology (GO; www.geneontology.org) database of biological processes. Two highly relevant GO terms related to PIO's mechanism of action, namely, insulin receptor signaling pathway (GO:0008286) and inflammatory response (GO:0006954) were isolated. Within these pathways, gene symbols associated with GO, annotated to rat, and present on our microarray platform were identified (total genes: insulin receptor signaling = 37; inflammatory signaling = 141). We next determined if any of the genes in these pathways were significantly changed, based on either the main effect of drug, or on the interaction term (p≤0.05) from the two-way ANOVA. 

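No shift of insulin receptor signaling genes with PIO was detected. Of 38 measured members, 0 passed the adjusted threshold in limma over all genes or adjusted over the list alone, and 0 were at an unadjusted p up to 0.05, for PIO and for the interaction, in limma and in the methods' test per gene. The median log2 fold change with PIO was 0.00 (camera, adjusted p = 0.924). The members with the smallest p for PIO were Appl1, an adaptor that binds Akt, at -0.06 (standard error 0.03), Pik3r2, a regulatory subunit of phosphoinositide 3-kinase, at -0.04 (standard error 0.03), Ide, the insulin-degrading enzyme, at 0.06 (standard error 0.05) and Igf2 at -0.26 (standard error 0.26). The signal of Igf2 was 3359 on the array of young control 6 and 249 ± 28.4 (SD, n = 7) on the other young control arrays. Insr, the insulin receptor, had a signal of 189 ± 22.0 (SD, n = 8) in young control, 192 ± 10.9 (n = 8) in young PIO, 189 ± 18.1 (n = 7) in aged control and 192 ± 20.6 (n = 6) in aged PIO rats. With age, 0 of the 38 genes passed the adjusted threshold in limma, while 4 were higher and 1 was lower at an unadjusted p up to 0.05, among them Ptpn11 at 0.12 (standard error 0.04, adjusted p = 0.263) and Pdpk1, the kinase that activates Akt, at -0.08 (standard error 0.03, adjusted p = 0.242). The median for age was 0.01 (camera, adjusted p = 0.484).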

Insulin signaling genes were significant by neither main effect of drug nor by interaction. 

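Zfp36, which encodes the messenger RNA-destabilizing protein tristetraprolin, had a signal of 182 ± 32.6 (SD, n = 8) in young control, 207 ± 31.4 (n = 8) in young PIO, 192 ± 33.0 (n = 7) in aged control and 220 ± 34.1 (n = 6) in aged PIO rats. Its log2 fold change with PIO was 0.19 (standard error 0.08), with p = 0.0313 in a two-sided permutation test of diet labels within each age and 0.172 when adjusted over the 11 genes tested. Serpina3n, a serine protease inhibitor, was near the floor of the arrays, with a mean signal of 14.5 (percentile 10.5 of all probe sets), at 17.2 ± 7.32 and 17.2 ± 5.95 in young and aged control rats and 11.9 ± 4.74 and 11.5 ± 3.85 in young and aged PIO rats. Its log2 fold change was -0.56, with p = 0.0266 in the same permutation test and 0.172 when adjusted.
F3, tissue factor, which starts blood coagulation, was at 678 ± 52.7 in young control and 752 ± 48.7 in aged control rats, and at 717 ± 63.6 in young PIO and 701 ± 64.2 in aged PIO rats. Its interaction was -0.18 on the log2 scale (standard error 0.09), with p = 0.0445 in the permutation test and 0.207 when adjusted, and -0.22 without the array of young control 6, on which F3 was high. Mug1, a protease inhibitor of the α-macroglobulin family, had a mean signal of 8.82 (percentile 6.26) and was at 6.03 ± 4.40 and 13.6 ± 7.06 in young and aged control rats and 8.10 ± 4.51 and 7.88 ± 3.55 in young and aged PIO rats, an interaction of -1.56 (permutation test, p = 0.0566, adjusted 0.207). Tlr4, the receptor for bacterial lipopolysaccharide, was at 64.5 ± 10.7 in young control and 52.8 ± 9.43 in young PIO rats, and at 59.9 ± 12.5 in aged control and 64.8 ± 10.3 in aged PIO rats. The log2 fold change of Tlr4 with PIO was -0.30 in young and 0.13 in aged rats, an interaction of 0.42 (standard error 0.19), with p = 0.0403 in the permutation test and 0.207 when adjusted. For each of these 5 genes the groups overlap in single animals, and 1 of the paper's 6 genes was not analysed here. The paper chose the 5 genes for their p on the same arrays, so that low unadjusted p values are no independent evidence.

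**Figure D3:**
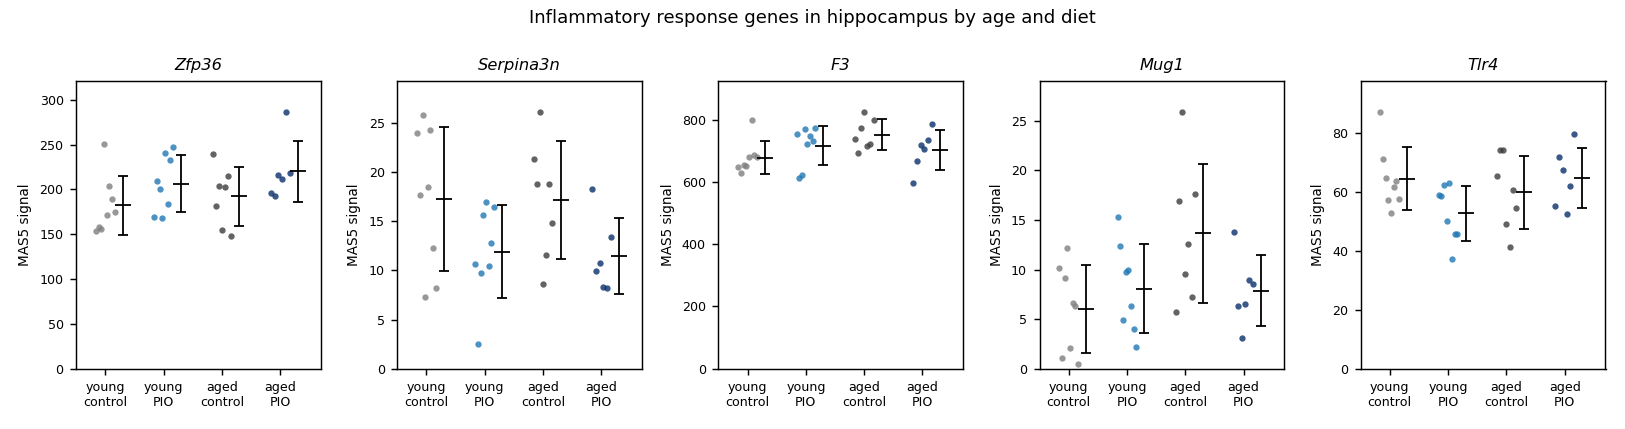
MAS5 signal of Zfp36, Serpina3n, F3, Mug1 and Tlr4 on each of the 29 arrays, by group, on a linear axis from 0. Points are arrays and bars are group means ± SD. The group means differ by less than the span of single animals in each panel.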

Among inflammatory response genes, 3 were significant by the main effect of drug (Ednra- decreased; Serpina3n- decreased; Zfp36- upregulated), and 3 more were significant by interaction (F3 and Mug1- PIO suppresses an age-related increase in expression, Tlr4- PIO suppresses expression in young subjects only). We then evaluated the likelihood that, by chance, 3 genes would appear significant out of 141 by either interaction or main effect of drug ANOVA p-values. To test this, we conducted a resampling analysis (1000 iterations of 141 randomly sampled genes) and fit normal distributions to the resulting frequency histograms (data not shown). Based on this approach, neither 3 genes in the interaction term (p = 0.27), nor 3 genes in the main effect of drug (p = 0.54) were found to be significant, inspiring little confidence in PIO's ability to manipulate these targeted pathways. In contrast, using this approach, aging effects on inflammatory genes were highly significant (p = 0.01). Thus, although it is possible that some genes within these pathways are changed due to the effect of PIO, the effect does not appear either statistically reliable or pathway-selective.

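Of 69 measured genes of the inflammatory response, on a list made without the Gene Ontology table, 2 were at an unadjusted p up to 0.05 for PIO in limma, and 0 passed the adjusted threshold over all genes. They were Zfp36, which was higher, and Nfe2l2, a transcription factor of the antioxidant response, with a log2 fold change of -0.10 (standard error 0.04). Nfkbia, the inhibitor of NF-κB, had a log2 fold change of 0.28 (standard error 0.15), and Jun one of 0.10 (standard error 0.05). For the interaction there were 3 genes at that p and 0 after adjustment. They were F3, Tlr4 and Icam1, an adhesion molecule of endothelium and leukocytes with an interaction of 1.88 (standard error 0.73), named after its values were seen because it completes this count. When 69 genes were drawn at random 10000 times from all genes tested, the mean number at an unadjusted p up to 0.05 was 1.66 for PIO and 1.22 for the interaction. The share of draws with at least as many genes as the list was 0.497 for PIO and 0.124 for the interaction. Without the paper's own genes, 66 members were left with 1 gene for PIO (share 0.803) and 1 for the interaction (share 0.701). After quantile normalization 4 genes were counted for the interaction, with a share of 0.0386. For insulin receptor signaling the draws averaged 0.929 genes for PIO and 0.668 for the interaction, where the list held 0 for both.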

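With age, the inflammatory response genes shifted toward higher signals: 49 of 69 had a positive log2 fold change, with a median of 0.09. At an unadjusted p up to 0.05, 24 were higher and 3 were lower, where draws of 69 genes averaged 6.83, and 0 of 10000 draws held as many as 27. In limma 2 rose at an adjusted p under 0.05 over all genes, and 13 rose and 1 fell when adjusted over the list alone. The 2 were Il18 and Csf1r, the receptor for the growth factor that keeps microglia alive, which went from 789 ± 49.4 (SD, n = 8) and 790 ± 70.3 (n = 8) in young control and young PIO rats to 902 ± 56.6 (n = 7) and 920 ± 118 (n = 6) in aged control and aged PIO rats, a log2 fold change of 0.20 (standard error 0.05, adjusted p = 0.0435 from limma). Itgb2, the β chain of leukocyte integrins, had a log2 fold change of 0.28 (adjusted p = 0.0893). Camera gave the list an adjusted p of 4.52e-06, and an adjusted p = 0.102 with an estimated correlation. The permutation of age labels on the mean of the list gave an adjusted p of 0.0302. On the array of young control 6 these genes were higher than in the other young control rats by a median of 0.18 on the log2 scale, and without it the age median was 0.11. For insulin receptor signaling 5 genes were counted with age, where draws of 38 genes averaged 3.76, and a share of 0.320 of draws held as many.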

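Taken list by list, few gene groups stood apart from the other genes with PIO, and those that did shifted by small amounts. Camera called 4 of 33 lists for PIO at the preset correlation and 0 with an estimated correlation. The immediate early genes, which neurons switch on within minutes of activity, had a median log2 fold change of 0.04 with 31 of 39 members positive (adjusted p = 0.000519, and adjusted p = 0.904 with an estimated correlation). Their smallest p values were those of Zfp36, of Junb at 0.19 (standard error 0.09), of Jun and of the phosphatase gene Dusp1 at 0.23 (standard error 0.12). Interneuron markers had a median of 0.03 (adjusted p = 0.0304, and adjusted p = 0.904 with an estimated correlation), with the neuropeptide genes Npy at 0.08 (standard error 0.04) and Sst at 0.10 (standard error 0.05). Markers of meninges and fibroblasts had a median of -0.18 (adjusted p = 0.0120, and adjusted p = 0.904 with an estimated correlation) and genes of the extracellular matrix one of -0.06 (adjusted p = 0.0231, and adjusted p = 0.904 with an estimated correlation). No member of these 4 lists passed the adjusted threshold in limma over all genes or adjusted over the list alone. The lists closest to the aims of the drug were not called: inflammatory response had a median of -0.01 (adjusted p = 0.835), microglia markers 0.02 (adjusted p = 0.202) and MHC class II 0.09 (adjusted p = 0.502).
For the interaction 5 lists were called at the preset correlation and 0 with an estimated correlation: meninges and fibroblasts with a median of 0.36 (adjusted p = 0.00114), choroid plexus and ependyma with 0.31 (adjusted p = 0.0227), neurogenesis and immature neurons with 0.06 (adjusted p = 0.0368), extracellular matrix with 0.11 (adjusted p = 0.0368) and endothelial and mural cells with 0.10 (adjusted p = 0.0371). For each of the 5, camera gave an adjusted p = 0.976 with an estimated correlation. Meninges, choroid plexus, extracellular matrix and endothelial genes were high on the array of young control 6, by a median of 0.81 for extracellular matrix and 0.73 for endothelial genes above the other young control rats. Without that array the adjusted p was 0.950 for meninges and 0.950 for extracellular matrix with PIO, and 0.982, 0.846, 0.0925, 0.959 and 0.959 for the 5 lists of the interaction in the order above.
The other calls for the interaction depended on further single arrays. Choroid plexus was not called without young PIO 7 (adjusted p = 0.0533) or aged PIO 4 or 10 (adjusted p = 0.0582 and 0.0500). Neurogenesis was not called without young control 1 (adjusted p = 0.101), young PIO 4, 6 or 7 (adjusted p = 0.0534, 0.0580 and 0.103), aged control 2, 7 or 8 (adjusted p = 0.0692, 0.0652 and 0.136) or aged PIO 1, 4 or 10 (adjusted p = 0.152, 0.0582 and 0.120). Extracellular matrix was not called without young PIO 2, 4 or 7 (adjusted p = 0.0575, 0.0534 and 0.0533), aged control 4 or 7 (adjusted p = 0.130 and 0.0528) or aged PIO 4 or 8 (adjusted p = 0.118 and 0.126). Endothelial genes were not called without young PIO 2, 4, 7 or 8 (adjusted p = 0.0795, 0.0534, 0.0533 and 0.0731), aged control 2, 4, 6 or 7 (adjusted p = 0.0505, 0.130, 0.159 and 0.115) or aged PIO 4 or 8 (adjusted p = 0.156 and 0.126).
Interneuron markers were not called for PIO without young control 2, 4 or 6 (adjusted p = 0.0861, 0.0896 and 0.0921), young PIO 3 or 6 (adjusted p = 0.0786 and 0.0646), aged control 2 or 8 (adjusted p = 0.0613 and 0.191), or aged PIO 1, 5 or 10 (adjusted p = 0.117, 0.0822 and 0.103), and extracellular matrix not without aged control 8 (adjusted p = 0.0841). Without young PIO 1 and aged PIO 1, immediate early genes had a median of 0.06 with PIO (adjusted p = 6.62e-06, and adjusted p = 0.902 with an estimated correlation), and 11 lists were called for the interaction (0 with an estimated correlation), among them microglia markers with a median of 0.17 (adjusted p = 1.49e-07, and adjusted p = 0.523 with an estimated correlation). Leaving out these PIO arrays because of their age genes raises the interaction of lists that are higher with age by itself.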

The overall main effect of age on microarray signatures, however, was clearly detectable and was subjected to further analysis. Because the tissue collection procedure here (ventral and dorsal hippocampal quarters from both hemispheres are pooled for each animal- see Methods) has not been used in other studies, we tested to see whether this strong, aging-related transcriptional profile agreed with prior aging-related transcriptional profiles in F344 rat hippocampus (Fig. 6 inset). Using three prior hippocampal aging studies [47], [48], [50], we created a consolidated list of 3906 total genes that were present in all three prior studies as well as in the present study. 656 total genes were significantly upregulated and 565 downregulated in at least one of the prior three studies. 

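More genes were higher than lower in aged rats. At an unadjusted p up to 0.05, 799 genes were higher and 349 were lower, and after quantile normalization 646 were higher and 491 were lower, a smaller imbalance. Of the genes past the adjusted threshold in limma 72 rose and 4 fell. The 4 that fell were Sema3c, a secreted semaphorin that guides axons, Lpl, which frees fatty acids from lipoproteins, Vangl2, a gene of planar cell polarity, and Slco1c1, the thyroid hormone transporter of brain capillaries. Sema3c was at 712 ± 65.3 (SD, n = 8) in young control, 740 ± 99.1 (n = 8) in young PIO, 540 ± 63.8 (n = 7) in aged control and 568 ± 42.7 (n = 6) in aged PIO rats, a log2 fold change of -0.39 (standard error 0.06, adjusted p = 0.00129 from limma). Lpl was at 901 ± 43.9 and 849 ± 94.6 in young control and young PIO rats and at 705 ± 69.7 and 755 ± 48.7 in aged control and aged PIO rats, a log2 fold change of -0.26 (standard error 0.05, adjusted p = 0.00694). Vangl2 had a log2 fold change of -0.20 (standard error 0.05, adjusted p = 0.0322) and Slco1c1 one of -0.14 (standard error 0.03, adjusted p = 0.0304), and both calls were lost when every probe set was tested on its own.
Within control rats alone, 3 genes passed the adjusted threshold between aged and young animals: Cdh23 at 0.69 (standard error 0.13, adjusted p = 0.0473), Jhy at 0.60 (standard error 0.09, adjusted p = 0.00313) and Lpl at -0.36 (standard error 0.07, adjusted p = 0.0438). This count was 1 without any one of young control 1 to 6, young PIO 2, aged control 1, 2, 3 or 7, or aged PIO 2, 5, 8 or 10, and 5, 13 and 15 without young control 8, young PIO 1 and aged PIO 1. Within PIO rats 0 genes passed in limma (626 at an unadjusted p up to 0.05), 22 without young PIO 1 and 7 without aged PIO 1, and in control rats 741 genes were at that unadjusted p. Without both of those arrays, 32 genes passed within control rats and 65 within PIO rats.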

In the current data set, 538/3906 were upregulated and 281/3906 were downregulated. Thus, of the 656 upregulated genes identified in prior studies, 538/3906 (or 13.8%; 74 genes) should agree by chance alone. In fact, 151 agree and this is highly significant (p = 1.04^−10^, binomial test). Similarly, for downregulated genes, 281/3923 significant in the present study suggests that 7.2% (or 40 genes) should agree by chance. Again, 61 genes were found in the overlap and this was significant (p = 6.3^−4^, binomial test). Although downregulated genes were significantly overrepresented, the magnitude of the effect was relatively small (61 *vs.* 40 expected by chance). 

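The genes that the paper lists in Table 2 as lower with age had lower signals in these data by small amounts. Of 86 symbols, 73 were measured, 72 had a negative log2 fold change and 54 were at an unadjusted p up to 0.05, while 0 passed the adjusted threshold over all genes in limma. In control rats 70 and in PIO rats 71 of the 73 were lower in the aged group. The paper chose these genes on the same arrays, so that the counts are not independent evidence of their direction. The median log2 fold change was -0.07 for Ca2+ binding (14 genes, 9 at that unadjusted p), -0.12 for receptor activity (23 genes, 18), -0.06 for vesicle (16 genes, 11), -0.07 for secretion (15 genes, 13), -0.06 for phosphorylation (22 genes, 16), -0.05 for ATP synthesis (6 genes, 3) and -0.04 for phosphorylation of Stat3 (2 genes, 1). Insr is on 2 of these lists: the brighter probe set that stands for it had a log2 fold change of 0.00, and a dimmer probe set with a mean signal of 93.4 one of -0.29.
Of the lists of neuronal genes fixed before the data were examined, those of pyramidal and granule neurons, of calcium channels and of glutamate receptors lay lower in aged rats, while interneuron markers had a median of 0.04 with 12 of 19 positive (camera, adjusted p = 0.346). These lists are not independent of Table 2, which also gives members such as Slc24a3 and Camk4 as lower. The lists without shared genes were not tested. The 27 markers of pyramidal and granule neurons had a median of -0.04, with 0 past the adjusted threshold in limma over all genes or adjusted over the list alone and 6 lower at an unadjusted p up to 0.05 (camera, adjusted p = 4.41e-05, and adjusted p = 0.0737 with an estimated correlation). The smallest p values among them were those of Prox1, a transcription factor of granule cells, at -0.12 (adjusted p = 0.152), and Slc17a7, the vesicular glutamate transporter, at -0.08 (adjusted p = 0.280). Of 45 genes of calcium channels and calcium stores, with a median of -0.03, 0 passed over all genes or over the list alone and 4 were lower at the unadjusted p (camera, adjusted p = 0.00128, and adjusted p = 0.0671 with an estimated correlation); Slc24a3, a sodium, calcium and potassium exchanger, was at -0.08 (adjusted p = 0.243). Of 47 genes of glutamate receptors and synaptic plasticity, 0 passed over all genes, 1 fell when adjusted over the list alone and 5 were lower at the unadjusted p (camera, adjusted p = 0.00128, and adjusted p = 0.0671 with an estimated correlation). That 1 gene was Camk4, a calmodulin-dependent kinase of neuronal nuclei, at 323 ± 21.2 (SD, n = 8) and 339 ± 40.6 (n = 8) in young control and young PIO rats and 266 ± 63.6 (n = 7) and 278 ± 40.4 (n = 6) in aged control and aged PIO rats, a log2 fold change of -0.30 (standard error 0.08, adjusted p = 0.0835 from limma). The 56 genes of oxidative phosphorylation, which is not a process of neurons alone, had a median of -0.03, with 0 past the adjusted threshold over all genes or the list alone and 3 lower at the unadjusted p (camera, adjusted p = 6.07e-06, and adjusted p = 0.398 with an estimated correlation). The permutation of age labels on the list means gave adjusted p = 0.0251 for pyramidal and granule neurons and 0.0233 for calcium channels. It gave 0.0254 for glutamate receptors and 0.370 for oxidative phosphorylation.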

DAVID analysis of aging changes (Table 2) showed downregulated pathways that are often associated with reduced neuronal activity (e.g., Ca^2+^ binding, receptor signaling, vesicle, and secretion), and reduced glucose-driven energy production (e.g., phosphorylation, ATP synthesis). 

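Beside immune genes, genes of the lysosome, of myelin and of lipid synthesis were higher in aged rats. Of 47 lysosomal genes, 3 rose and 0 fell at an adjusted p under 0.05 in limma, 11 rose when adjusted over the list alone, and the median log2 fold change was 0.07. Npc2, which carries cholesterol out of the lysosome, rose by 0.30 (standard error 0.06, adjusted p = 0.00843) and Laptm5, a lysosomal membrane protein of blood-derived cells, by 0.36 (standard error 0.07, adjusted p = 0.0173). Of 28 markers of oligodendrocytes and myelin, with a median of 0.12, 1 rose over all genes and 11 rose when adjusted over the list alone. That 1 was Qdpr, an enzyme that regenerates tetrahydrobiopterin, by 0.20 (standard error 0.04, adjusted p = 0.0215), and Mag, a glycoprotein of the inner myelin membrane, had a log2 fold change of 0.26 (standard error 0.06, adjusted p = 0.0535). Of 30 genes of cholesterol and fatty acid synthesis, with a median of 0.03, 1 rose, Fdft1, which makes squalene, by 0.14 (adjusted p = 0.0442), and 3 rose when adjusted over the list alone; the call of Fdft1 was lost after quantile normalization, with dim probe sets kept and with every probe set tested on its own. Srebf1, a transcription factor of lipid synthesis, had a log2 fold change of 0.19 (adjusted p = 0.0932). Camera gave adjusted p = 9.73e-06 for the lysosome (adjusted p = 0.135 with an estimated correlation), adjusted p = 8.23e-12 for oligodendrocytes and myelin (adjusted p = 0.102 with an estimated correlation) and adjusted p = 0.00450 for lipid synthesis (adjusted p = 0.102 with an estimated correlation). The permutation of age labels on the list means gave adjusted p = 0.0213 for the lysosome, 0.0233 for myelin and 0.0213 for lipid synthesis. Against the other young control rats, young control 6 had a median difference of 0.17 for lysosomal genes and -0.21 for myelin markers. In young PIO 1 the mean of the myelin markers was 0.30 above the median of its group's other arrays. No single array left out ended the call of the lysosome or of myelin at the preset correlation. Their age medians then lay between 0.05 and 0.09 and between 0.10 and 0.15.
Of 98 symbols that Table 2 gives as higher with age, 86 were measured, all 86 had a positive log2 fold change in control and in PIO rats, 82 were at an unadjusted p up to 0.05 and 10 passed the adjusted threshold over all genes. These genes, too, were chosen by the paper on the same arrays, and the counts are not independent evidence of their direction. The median log2 fold change was 0.30 for antigen processing (9 genes, 3 past the adjusted threshold), 0.21 for response to wounding (34 genes, 3), 0.30 for adaptive immune response (11 genes, 6), 0.43 for leukocyte cytotoxicity (3 genes, 2), 0.15 for lysosome (22 genes, 2), 0.18 for lipid biosynthesis (15 genes, 3) and 0.22 for eicosanoid metabolism (7 genes, 1). It was 0.10 for myelination (6 genes), 0.14 for membrane lipid catabolism (3 genes), 0.14 for actin filament (5 genes), 0.12 for glucosamine metabolism (3 genes) and 0.12 for regulation of neuron apoptosis (6 genes), with 0 past the adjusted threshold and 5, 3, 5, 2 and 6 of them at the unadjusted p.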

Upregulated pathways were strongly associated with increased inflammatory signaling (e.g., antigen processing, response to wounding, adaptive immune response, and leukocyte cytotoxicity) and lipid/membrane processes possibly reflecting a metabolic shift towards fatty acid β oxidation and/or compensatory re-myelination (e.g., lysosome, myelination, membrane lipid catabolism, and lipid synthesis). As with the genes themselves, these age-related up- and down-regulated processes, particularly increased inflammatory signaling and decreased neuronal activity, are highly similar to findings from previous microarray studies of rodent hippocampal aging [47], [48], [50], [69], [70].

**Table 2:** Pathway analysis for aging-related genes.

***Downregulated***
**Ca^2+^ ion binding** (# 17, p = 0.0035)- Actn1, Ap1gbp1, Calb1, Camk4, Clstn1, Dag1, Dmp1, Gpd2, LOC684520, Ncald, Nell2, Pcdha1, Rnf111, Scg2, Slc24a3, Syp, Tesc
**Receptor activity** (# 27, p = 0.0008)- Acvr2a, Atrnl1, Chn1, Derl1, Epha7, Gabra5, Gabrb3, Gpr176, Grm7, Htr1b, Il22ra2, Insr, LOC683548, Mmd, Nr3c2, Oprm1, Pcdha1, Pcsk5, Ptpro, Ptpru, Ring1, Slc7a1, Sra1, Sstr2, Strap, Tfrc, Trpc5
**ATP synthesis coupled H^+^ transport** (# 06, p = 0.0056)- Atp5a1, Atp5h, Atp6ap1, Atp6v0e2, Atp6v1b2, Atp6v1c1
**Tyrosine phosphorylation of Stat3** (# 04, p = 3.7^−06^)- Clcf1, Il22ra2, Ppp2ca, Ppp2cb
**Vesicle** (# 17, p = 0.0145)- Abca3, Agtr1a, Agtrl1, Ap1gbp1, Capza2, Chgb, Copb1, Kif3a, Rab12, Rab3d, Scamp1, Scg2, Syn1, Syp, Syt17, Tfrc, Trim9
**Phosphorylation** (# 27, p = 0.0039)- Acvr2a, Atp5a1, Atp5h, Atp6ap1, Atp6v0e2, Atp6v1b2, Atp6v1c1, Camk4, Cask, Clcf1, Dclk1, Epha7, Ikbkap, Il22ra2, Insr, LOC687516, Map2k1, Map2k5, Map3k12, Mark3, Nme1, Pcsk5, Plk2, Ppp2ca, Ppp2cb, Prpf4b, Uhmk1
**Secretion** (# 18, p = 0.0272)- Agtr1a, Arf5, Capza2, Copa, Copb1, LOC498353, Nr3c2, Osbpl5, Rab3d, Sar1a, Scamp1, Scg2, Scrn1, Sec22a, Snca, Syn1, Trim9, Yipf5
***Upregulated***
**Lysosome** (# 24, p = 4.8^−08^)- Abca2, Aga, Cd74, Ctsd, Ctss, Dnase2a, Fnbp1, Fuca1, Gm2a, Gusb, Hexa, Hexb, Ifi30, Lamp1, Lamp2, Laptm5, Lgmn, Neu1, Nppa, Ppt1, Psen1, Slc15a3, Tpp1, Trip10
**Antigen processing and presentation** (# 11, p = 6.7^−09^)- B2m, Btnl3, Cd74, Ctse, Fcgr2b, Ifi30, Psmb8, Psme2, RT1-Aw2, RT1-Ba, RT1-M3
**Response to wounding** (# 39, p = 6.5^−06^)- Aif1, Alox5ap, Apod, Ass1, C1qa, C1qb, C1qc, C3, Ccl5, Cd9, Cfh, Ctgf, Cxcl14, Dsp, Ednrb, Entpd2, Fcgr2b, Gatm, Gfap, Gsn, Il10rb, Itgb2, Klk6, Lta4h, Neu1, P2ry12, Pllp, Ptafr, Ptpn6, Pycard, Rab27a, RT1-Aw2, S100a9, Serpina1, Srprb, Stat3, Tbxas1, Tgfa, Tm4sf4
**Adaptive immune response** (# 12, p = 4.2^−07^)- C1qa, C1qb, C1qc, C3, Cd74, Fcgr2b, Il18, Inpp5d, Irf7, Pirb, Ptprc, Rab27a
**Actin filament** (# 06, p = 0.0014)- Actc1, Aif1, Cnn3, Lcp1, Myo9b, Wipf1
**Leukocyte mediated cytotoxicity** (# 03, p = 0.0116)- Fcgr2b, Ptprc, Rab27a
**Eicosanoid metabolic process** (# 07, p = 0.0011)- Alox5ap, Cd74, Lta4h, Pla2g4a, Ptgds2, Ptgs1, Tbxas1
**Glucosamine metabolic process** (# 04, p = 0.0337)- Chi3l1, Hexb, Nagk, Renbp
**Myelination** (# 07, p = 0.0334)- Aspa, Cd9, Hexa, Hexb, Klk6, Pllp, Srprb
**Membrane lipid catabolic process** (# 04, p = 0.0067)- Gm2a, Hexa, Hexb, Pla2g4a
**Lipid biosynthetic process** (# 18, p = 0.0498)- Acsl3, Agt, Alox5ap, Cd74, Cyb5r2, Fdft1, Ggps1, Hexb, Hspc105, Lta4h, Nr0b1, Pla2g4a, Ptgds2, Ptgs1, Srd5a1, Srebf1, Stard3, Tbxas1
**Regulation of neuron apoptosis** (# 08, p = 0.0084)- Agt, Aif1, Dlx1, Nqo1, Ppt1, Psen1, RT1-Aw2, Tgfa

Lists of significantly (p≤0.05, two-way ANOVA main effect of age) down- and up-regulated genes were subjected to overrepresentation analysis using DAVID's clustering function (Methods). Representative pathways from each cluster found to have significantly more genes than expected by chance (p≤0.05, modified Fisher's exact test) are shown. The pathway (bold) is followed in parentheses by the number of genes found to be significant in that pathway (#) and the likelihood that such a number could be found by chance (p = ). This is followed by a list of the gene symbols within that pathway.

### Pro-inflammatory Markers

Peripheral inflammation was monitored using a serum-based multiplex bead assay targeted for key cytokines, namely Interleukin (IL)-1β, IL-6 and tumor necrosis alpha (TNF-α). Of the twenty-nine serum samples analyzed, two outliers (one YC and one AP) were removed from the analysis for having signals twice the standard deviation associated with the mean of that group. ANOVA analysis of the peripheral inflammatory markers on the remaining 27 animals (n = 6 young control-YC; n = 8 young PIO-YP; n = 7 aged control-AC; n = 6 aged PIO-AP) showed an age-dependent trend toward larger IL-6 signals, with a near doubling in signal intensity (F_(1,24)_ = 2.7, p = 0.1), however, no PIO effects were detected (p = 0.70). IL-6 signals for each group were (in ρg/mL): 122.8±16.7 for the YC, 142.8±26.9 for the YP, 204.9±36.9 for the AC, and 165.3±40.7 for the AP. Serum signals from TNF-α and IL-1β were below detectable levels (<24.4 ρg/mL). Compared to the microarray signatures, the results in the periphery showed only modest increases in inflammatory cytokines with age but also reveal that at the concentration tested, PIO did not significantly reduce inflammation in either tissue.

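In the hippocampus, the immune gene groups had positive medians with age under both diets. The median log2 fold change with age of the microglia markers was 0.26 in control rats and 0.28 in PIO rats, that of MHC class II 0.62 and 0.81, that of the inflammatory response 0.08 and 0.09, that of complement 0.09 and 0.21 and that of the interferon response 0.18 and 0.18. Within each diet, 0 members of these 5 lists passed the adjusted threshold over all genes in limma. With an estimated correlation camera called the microglia markers in PIO rats (adjusted p = 0.0279 with an estimated correlation) and none of the 5 lists in control rats, where the adjusted p was 0.140 for microglia, 0.243 for MHC class II, the inflammatory response and the interferon response and 0.370 for complement. In PIO rats the other lists had an adjusted p = 0.105 with an estimated correlation for MHC class II, complement and the interferon response and 0.176 for the inflammatory response. At the preset correlation camera called all 5 lists under both diets, with adjusted p from 6.80e-17 to 0.0430 in control and from 1.94e-24 to 0.000123 in PIO rats. The difference between the diets, tested as the interaction with camera, had an adjusted p of 0.269 for microglia, 0.573 for MHC class II, 0.943 for the inflammatory response, 0.269 for complement and 0.879 for the interferon response. Without young PIO 1 and aged PIO 1 the interaction of MHC class II had a median of 0.54 (adjusted p = 0.00498, and adjusted p = 0.553 with an estimated correlation) that of complement one of 0.17 (adjusted p = 0.00371, and adjusted p = 0.523 with an estimated correlation), that of microglia one of 0.17 (adjusted p = 1.49e-07, and adjusted p = 0.523 with an estimated correlation) and that of the interferon response one of 0.10 (adjusted p = 0.0358, and adjusted p = 0.610 with an estimated correlation), toward a larger difference in PIO rats, while that of the inflammatory response had a median of 0.03 (adjusted p = 0.0677). Both arrays left out are PIO arrays, noticed because their age genes lie on the side of the other age. Leaving them out enlarges the age difference in PIO rats by itself, so that these interactions are no independent evidence. The mean interaction of these 5 lists was smaller with young control 6 left out. It went from 0.17 to 0.04 for MHC class II and from 0.12 to 0.06 for complement. For microglia it went from 0.06 to 0.04, for the inflammatory response from 0.05 to 0.02. For the interferon response it went from 0.03 to -0.01. Myelin markers had a median of 0.12 under both diets and lysosomal genes 0.07 and 0.08. Markers of meninges were at -0.36 in control and 0.01 in PIO rats and those of choroid plexus at -0.18 and 0.13, where the array of young control 6 was high. Across the 11632 genes tested the age effect in control rats and that in PIO rats had r = 0.339 (jackknife standard error over arrays 0.139) and rho = 0.309, and 61.9% of genes had the same sign. With dim probe sets kept, r was 0.0900. This correlation is across genes, which are not independent replicates, and the 2 effects share no array. Of the 76 genes changed with age, 30 had the larger absolute effect in PIO rats.

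**Figure D4:**
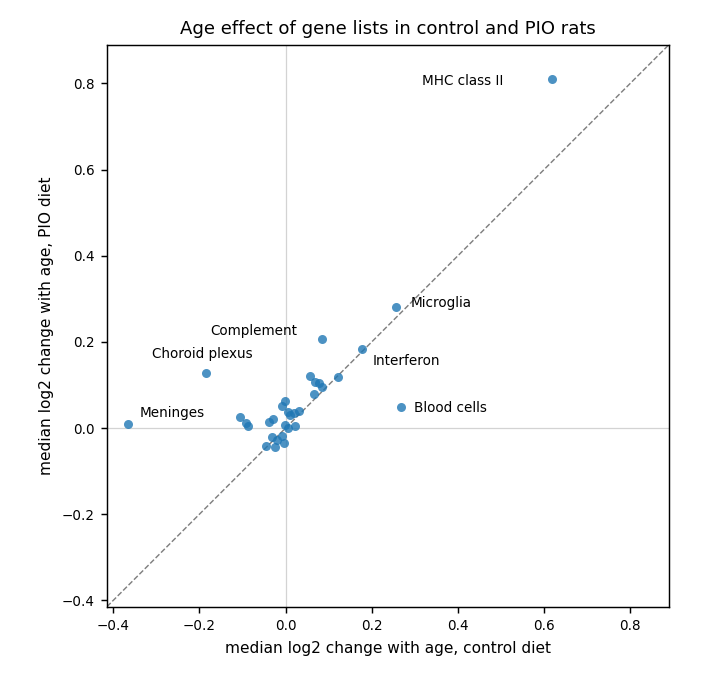
Median log2 fold change with age of each of the 33 gene lists in control rats (horizontal axis) and in PIO rats (vertical axis), with the line of equality dashed. MHC class II lies at 0.62 and 0.81, microglia at 0.26 and 0.28, and meninges at -0.36 and 0.01.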

## Discussion

We investigated pioglitazone's potential role in reducing peripheral and central markers in a well-characterized animal model of cognitive decline with aging. We chose the antidiabetic drug because of its favorable permeability into the CNS (∼10%, [71]), positive effects in the treatment of type 2 diabetes mellitus (T2DM), and its reported success in the treatment of neurodegenerative disease in several animal models. Choice of animal age, dose, and delivery method were selected to mimic clinical conditions associated with the treatment of late-onset diabetes. In prior studies on the impact of the TZD in the brain, higher doses have been used, and often in more pathological models, including Alzheimer's, Parkinson's disease, and spinal cord or brain injury. These models are characterized by pathological processes that are likely present in normal aging, but to a lesser extent. As such, and because of the reported beneficial use of TZDs in alleviating cognitive decline in elderly patients with or without diabetes, we felt it important to test PIO's role in an animal model of normal aging. We focused on several well-established brain biomarkers of aging including learning and memory and inflammatory processes.

Several lines of evidence show that specific TZDs can have direct effects on Ca^2+^ homeostasis, particularly L-type voltage-gated Ca^2+^ channels in cardiovascular tissues [72], [73], [74], [75], [76], [77], as well as in neurons [31], [32]. Given that Ca^2+^ dysregulation is considered a hallmark of brain aging [65], [78], [79], [80], is present in animal models of diabetes [81], [82], [83], [84], and appears to contribute to insulin resistance in the periphery [85], we tested the hypothesis that PIO might reduce Ca^2+^-dependent brain biomarkers of aging *in vivo* and thereby provide some relief from the cognitive decline seen with aging. At the dose and duration tested, PIO did not alleviate age-dependent memory decline (Fig. 2), nor did it improve LTP maintenance (Fig. 3). This was surprising given PIO's effect on the Ca^2+^-dependent slow after-hyperpolarizing potential (Fig. 4). Indeed, it is well-recognized that reducing the AHP increases cellular excitability and can improve cognitive performance (reviewed in [12], [67], [78]). In prior *in vitro* studies, we have shown that PIO can reduce NMDA-mediated currents and associated intracellular Ca^2+^ levels [31], and it is possible that the beneficial effects of reducing the AHP with age in the current study were masked by concomitant decreases in NMDA-mediated signaling. However, because the effects of PIO on NMDA currents were determined in neurons *in vitro*, future studies focusing on whether long-term *in vivo* PIO can have inhibitory effects on NMDA currents in hippocampal slices will help to address this issue. With respect to the effect of PIO on the AHP, one possibility is that it is mediated by an indirect action on glucocorticoid regulation. In fact, in AD models, TZDs have been shown to improve cognition via alterations in glucocorticoid signaling [26], [86], and there is good evidence that the AHP is sensitive to glucocorticoids [87].

We measured insulin levels as well as insulin signaling in the brain and the periphery of young and aged animals. Our results show that insulin and glucose levels were not elevated with age, but insulin levels were significantly reduced by PIO in both age groups (Table 1). Given that our animals were not diabetic, we predicted that a decrease in insulin levels would result in a concomitant reduction in insulin receptor signaling, at least in the periphery and perhaps also in the brain. ELISA assays on liver (peripheral) and cortical (central) tissues showed that while the ratio of phosphorylated to total insulin receptor did not change, PIO did cause a significant reduction in phosphorylated insulin receptor levels (Fig. 5). These results suggest that insulin receptor levels exist in a dynamic insulin-sensing equilibrium both in the brain and the periphery. It is not clear, however, whether the fewer total receptors remaining might be more efficient at translating insulin's action through differential regulation of downstream targets of the insulin receptor, including IRS-1, Pi3K, Akt, and SH2 [88]. Further, it is also likely that other insulin sensitive tissues (e.g., muscle or fat) could show enhanced sensitivity to PIO's effects on insulin, resulting in more robust changes in insulin receptor signaling. Because insulin levels were decreased in both young and aged animals treated with PIO, and AHP reductions were only seen in the aged group, we do not believe insulin levels directly influenced the AHP under the condition tested. There is, however, evidence supporting a decrease in insulin sensitivity in the brain of AD patients and in AD models [89], [90], [91], and we are currently testing this hypothesis in our aging model. However, it is unclear whether the aging F344 rat is a good model of T2DM, and responds to high fat diets with signs of insulin resistance in both the periphery and the brain [92], [93]. Here, therefore, we believe that PIO's effects on insulin signaling were somewhat blunted because animals were healthy and non-diabetic. On the other hand, one would predict that under conditions more representative of human aging, where accumulated exposure to high fat diets and a sedentary life style contribute to T2DM, PIO might significantly reduce insulin levels [56], [57], [58], [59], increase insulin sensitivity, and likely increase insulin signaling.

Prior studies in CNS and peripheral cell types modeling trauma and insult (e.g., LPS, PMA) demonstrate that PPAR-γ activators play a critical role in reducing inflammatory cytokines (interleukin-6, interleukin 1-β and TNF-α), including activation of inducible nitric oxide synthase (iNOS) [94], [95], [96], [97], [98], [99]. Similarly, in animal models of ischemia, stroke, hypertension, stress, and Parkinson's disease, which are also characterized as pro-inflammatory conditions, PPAR-γ agonists provide significant neuroprotection [100], [101], [102], [103], [104], [105], [106], [107], [108], [109], [110], [111], [112]. In AD animal models also, PPAR-γ agonists appear to reduce baseline inflammatory levels [24], [26], [113], [114]. Only one prior animal study examined the effects of TZDs under non-pathological aging conditions. The authors reported that the increase in proinflammatory cytokine levels (IL-1β) in the hippocampus of aged F344 rats was not sensitive to the actions of the TZD rosiglitazone (10 mg/Kg/day) yet the drug caused significant improvement in contextual fear conditioning [115]. Similarly, a prior publication using 20 mg/Kg/day PIO for four months in transgenic mouse models of AD (Tg2576) revealed very little anti-inflammatory effects of PIO (based on microglial activation, soluble Aβ levels, and plaque burden) when compared to ibuprofen treatment [114]. The same group, however, convincingly showed that a 40 mg/Kg/day PIO dose could significantly reduced brain inflammation in the APPV717I transgenic mouse [24]. Here, therefore, we examined inflammatory cytokines in the serum, and inflammatory signaling in the brain using hippocampal microarray analyses in the context of normal aging, and at low doses of PIO. While a clear inflammatory signature was present in the brain as previously reported in microarray studies of aging [11], [47], [48], [50], [116], [117], [118], [119], [120], PIO did not significantly reduce inflammatory markers in the hippocampus. In the periphery, no robust age-dependent change in inflammatory cytokine levels was seen (although a trend in increased IL-6 levels was noted in aged animals), precluding an effect of PIO. Importantly, reductions in peripheral insulin and lipids indicate the target therapeutic window for PIO was reached. Under these conditions, thus, it is unclear that PIO was able to reduce central and peripheral inflammatory markers in an animal model of aging, and together, these results suggest that higher PIO doses might be necessary to reduce inflammatory pathways and exert beneficial cognitive effects.

Using an unbiased microarray analysis approach on hippocampal tissue, our study compared the effects of a brain permeant TZD treatment in younger and older animals, and showed that while age-dependent gene signatures were clearly present at both the gene (Fig. 6) and pathway (Table 2) levels, PIO effects on gene expression were virtually absent. Possible reasons for this include: low statistical detection power, insufficient drug exposure, or lack of influence of this treatment regimen on hippocampal transcription. Low statistical power is a possibility; however, the treatment main-effect histogram dips well below chance at small p values (Fig. 6), and it seems unlikely that increasing the number of subjects would allow us to detect significant transcriptional effects of PIO. Regarding drug exposure, PIO reduced peripheral blood chemistry measures significantly and in the direction predicted by prior work (see discussion above and Table 1), suggesting that treatment levels were appropriate. Thus, it seems reasonable to conclude that PIO did not exert a detectable transcriptional effect on hippocampal gene transcription, and that this lack of central influence may be due to either reduced blood-brain barrier penetration or a frank lack of response from hippocampal tissue. Nevertheless, because PIO has established effects involving insulin and inflammatory processes, we also directly investigated genes associated with these processes and tested their sensitivity to PIO in the brain. Although it is not possible to evaluate the biological importance of the 6 genes that were identified without functional genetic manipulation (e.g., knock-in), our resampling analysis revealed that these targeted pathways were not statistically significant. It is interesting to note, however, that of the six genes identified, one of them (Tlr4) recently was found to be sensitive to PIO in monocytes and macrophages [121], reinforcing the role of PIO as an anti-inflammatory agent, and suggesting Tlr4 might be a common target of PIO in peripheral and central tissues.

Compared to prior aging studies, our overlap analysis (Fig. 6 inset) suggests that, irrespective of where along the dorsal-ventral axis it is sampled, the hippocampus shows increased inflammatory markers with age, and validates the use of hippocampal extremities in future microarray studies. Interestingly, upregulated inflammatory categories, historically the most consistent and largest magnitude of the aging brain transcriptional signatures, remain largely unperturbed by PIO administration.

To our knowledge, this is the first study testing long-term PIO treatment in the F344 rat with age, specifically investigating whether a commonly prescribed drug may have off-target cognition enhancing effects in a rat model of aging. The study was designed using a clinically-relevant dose and delivery method. As expected, several signatures of aging were present in older animals, characterized by weak peripheral and robust central inflammatory increases, reduced spatial memory and LTP maintenance, and increased Ca^2+^-dependent AHPs. Peripheral insulin levels, phosphorylated insulin receptors in the CNS and the periphery, and the AHP were significantly reduced by PIO. While the mechanism through which PIO may mediate its central effects (AHP reduction, reduced phosphorylated insulin receptor) is not clear, it does not appear to occur via a transcriptional process. Given the increased incidence in metabolic syndrome and T2DM seen in the aging population, together with the high numbers of prescriptions written for TZDs, our study has direct therapeutic relevance and suggests future experiments testing the use of these agents at clinically-relevant doses for the treatment of neurological or cognitive conditions are needed. Nevertheless, the results of our study do not preclude the beneficial effects of TZDs in the elderly where metabolic dysregulation and diabetes are often reported.

## Supporting Information

Table S1 (5.20 MB XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

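Gene expression was measured in hippocampal tissue of 29 male rats on Affymetrix RAE230 2.0 arrays, with 1 array per animal: 8 young control, 8 young PIO, 7 aged control and 6 aged PIO rats. The authors turned the scans into 1 MAS5 signal intensity per probe set in Gene Expression Console, scaled each array to a target intensity of 500 and deposited the values on a linear scale for all 31099 probe sets, without a filter. The mean of each array after leaving out 2% of probe sets at each end was 500, as that scaling gives. All 29 columns were used, and no pair of arrays held identical values. Presence calls were not used here, so that the paper's filter on them could not be repeated.
Of the probe sets, 57 were controls, 20826 had 1 gene symbol in the platform's annotation of 2016, 436 had several and 9780 had none. Of those with 1 symbol, 20758 (99.7%) were given a current symbol through a reference table of rat genes. Probe sets with several symbols or none were used only where every probe set was tested on its own. The dimmest 25% of probe sets, with a mean signal over all arrays under 44.4, were left out, and the probe set with the highest mean signal stood for each gene, which left 11632 genes.
Signals were taken to log2. limma 3.58.1 in R 4.3.3 fitted 1 mean per group over all arrays, with contrasts for age, for PIO, for their interaction and for 4 pairs of groups. The moderation of the spread used 2.48 prior degrees of freedom. P values were adjusted by the Benjamini-Hochberg method over all genes tested, and over the members of a list where that is said. Gene lists of cell types, neighbouring tissues and pathways, 33 in number, were tested with limma's camera at a preset correlation between genes of 0.01, with an estimated correlation and with fry, which asks whether the genes of a list move on balance 1 way and compares them with no other genes. A list needed 5 measured members. The 19 pathways of Table 2 were described by counts, because the paper chose their genes on these arrays.
The number of genes of a list at an unadjusted p up to 0.05 was set against 10000 random draws of as many genes. Genes that the paper names, Pparg and Insr were tested by permuting age labels within each diet or diet labels within each age, two-sided, 100000 times (Python 3.11.15, numpy 2.4.6, pandas 2.3.3). Figures were drawn with matplotlib 3.10.9. The names of genes in the text followed a rule: the 10 largest rises and the 10 largest falls with age among genes past the adjusted threshold with a mean signal of at least 100 (only 4 genes fell), the 3 smallest p values in each direction for PIO and for the interaction, the genes the paper names, Pparg, Insr and up to 4 members of each list with the smallest p. A gene named outside the rule is said to be so.
The first 1515 of the 7922 probe sets of Table S1 were checked against the deposited intensities. All 4 group means were equal after rounding to whole numbers in 1515 of them. The methods' test per gene on linear signals gave p values within 0.001 of those of the table in 1515 for age, 1515 for the drug and 1514 for the interaction.
The steps were tested on simulated data of 11632 genes. For age, 12%, 66%, 84% and 96% of the genes shifted by 0.1, 0.2, 0.4 and 0.8 on the log2 scale were called, and 7 of 11329 unshifted genes were. For PIO, 4 of 11331 unshifted genes were called. In both, 4 of 4 lists shifted by 0.1 and 0 of 29 other lists were called by camera. These shares describe the steps on simulated data and not their sensitivity on the real arrays.
The alternatives were the methods' test per gene on log2 and on linear signals, quantile normalization, no filter on dim probe sets, only the brighter 50% of probe sets (mean signal from 186), the 7922 genes with the highest mean signal, 16 added to every signal, every probe set on its own, a spread that follows the signal with robust moderation, a weight per array, an additive fit, subject numbers as a block and each array left out in turn. Alternatives chosen after seeing the data were subject numbers of 5 and above as a covariate, the lists without young control 6, and young PIO 1 and aged PIO 1 left out. The labels do not tie subject numbers to the 2 cohorts in which the rats were bought, so that the cohort could not be entered in the fit. The Gene Ontology lists and the lists of prior studies that the paper compares with were not used here.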

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

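Of the tests in this part, those of tissue and of array quality for young control 6, those of exchanged labels and of a shared technical effect for young PIO 1 and aged PIO 1, the exchanges of labels, the regroupings balanced over subject numbers, the low counts of comparisons other than PIO and the values without those arrays were chosen after the result was seen.
Genes of choroid plexus and meninges were high on the array of young control 6. Ttr, the transthyretin gene of choroid plexus, had a signal of 12356 there and 208 ± 54.8 (SD, n = 7) on the other young control arrays, Ptgds, a prostaglandin synthase of meninges, 14622 and 4251 ± 182, and the collagen gene Col1a2 1767 and 54.0 ± 10.1. A lower quality of the array as a whole is argued against by the lists of neurons, ribosomal proteins and oxidative phosphorylation, whose largest absolute median difference from the other young control arrays was 0.13 on the log2 scale. Choroid plexus and meninges tissue in the sample stays open as a candidate source: 31 of the 34 measured members of both lists were highest there of all 29 arrays (not Tmem212, Drc12 and Kcnj13), which restates the pattern on its own genes and does not decide it. Whatever the source, the shift of meninges genes in the interaction rested on this array, with an adjusted p of 0.982 without it and 0.00114 with it, and no biological explanation was tested, since the design sets nothing apart in this animal.
In young PIO 1, 163 of 176 genes changed with age, chosen on the other arrays, lay on the aged side of the midpoint of the PIO groups, and in aged PIO 1 21 of 161 (13.0%) did, while of the other 27 arrays 1, young control 6 at 59.1%, had over 50% on the side of the other age. A technical effect shared by all 4 arrays of subject number 1 is argued against by young control 1 and aged control 1. In these, at most 30.0% of all genes changed with age lay on the side of the other age. That is no more than in the highest of the other arrays of their groups. An immune state of young PIO 1 and aged PIO 1 alone stays open, since genes on no immune list may still belong to immune cells and do not decide it. At least 85.0% of the age genes on no immune list lay on the side of the other age in the 2 animals. Exchanged labels of the 2 arrays may account for this and stay open as a hypothesis, which the genes by which the arrays were noticed cannot decide: exchanging them gave 369 genes changed with age, and of all 48 exchanges of 1 young PIO and 1 aged PIO array the highest of the others gave 228 and the highest with neither array 31. The 2 arrays were noticed by their age genes, so that a count after an exchange is no independent evidence, and the labels were used as deposited. A technical effect on these 2 arrays alone and a difference between these animals in the course of aging stay open too, untested with 1 array per animal.
Fewer genes were at an unadjusted p up to 0.05 with PIO (279), for the interaction (204), in young PIO against young control (300) and in aged PIO against aged control (192) than the 582 expected by chance. Of 100 regroupings of the diet labels within each age, the real one included, 1 gave a count as low for the interaction and 2 for aged PIO against aged control, and of 100 that kept low and high subject numbers balanced 1 and 1 did (lowest others 225 and 196), so that a chance low count is argued against for these 2 counts with all arrays kept (with 1 array left out that of the interaction lay between 183 and 268). For PIO 9 of 100 and 10 of 100 balanced ones gave a count as low, and for young PIO against young control 8 and 12, so that a chance low count is not excluded there. A difference between low and high subject numbers that is spread evenly over the groups may also lower the count for PIO: over 50 regroupings that kept low and high numbers balanced the median was 398 (44 of 50 below that expectation), and over 50 that did not, in young rats, 512.5 (32 of 50 below it). What lowered the counts of the interaction and of aged PIO against aged control stays open, and a biological explanation was not tested for a count below chance.
Chance was set against each count by 100 splits of the same arrays, the real one included. For genes changed with age, 1 split, the real one, reached 76 genes and the highest of the others had 4, so that chance can be excluded. For aged control against young control 1 split reached 3 genes and the highest of the others had 1, but the count is also 1 without any one of young control 1 to 6, young PIO 2, aged control 1, 2, 3 or 7, or aged PIO 2, 5, 8 or 10, so that chance is excluded for it only with all arrays kept. Against these splits it cannot be excluded for the genes at an unadjusted p up to 0.05 where the count is above the 582 expected: 6 splits reached the 1148 genes for age (highest other 1982), 24 the 741 for aged control against young control (1784) and 35 the 626 for aged PIO against young PIO (1681). The counts below it were reached by 92 splits for PIO (279, highest other 2493), 100 for the interaction (204, 2195), 93 for young PIO against young control (300, 1739) and 99 for aged PIO against aged control (192, 2433), where there is no excess for chance to explain and the low side is the one that counts, as given above. Chance cannot be excluded for the gene lists, where 7 splits reached the 18 lists called for age (highest other 21), 81 the 4 for PIO (18) and 78 the 5 for the interaction (19). Splits with several times the real count point to a structure of the samples beyond the 4 groups, and these splits do not keep low and high subject numbers balanced as the real groups do.
In 100 regroupings of the age labels that keep numbers 1 to 4 and 5 and above balanced, 1, the real one, reached the 76 genes changed with age (highest other 2), 1 the 1148 genes at an unadjusted p up to 0.05 (highest other 865) and 4 the 18 gene lists (highest other 20). Against these regroupings, with all arrays kept, chance can be excluded for the genes changed with age and for those at the unadjusted p. For the lists it is less clear, since 4 of 100 reached the count. The calls of meninges, endothelial and extracellular matrix genes among them were also lost without young control 6. The boundary between the numbers was chosen after the arrays were seen. On the main axis of variation between arrays, with group means taken out, all arrays numbered 1 to 3 were negative (-13.7 to -3.99). Those numbered 4 were positive (1.27 to 5.09), like those of 5 and above except young control 6 and young PIO 8 (-6.67 and -1.78). Wherever it is used, this boundary may thus leave that difference unbalanced. For the lists, 4 and 7 of 100 differ little. The median of the other balanced regroupings was 9 lists, so that camera at the preset correlation also calls lists where age labels are regrouped.
Single arrays lay far from the others of their group in 31 of 184 tests of groups, where chance gives 5%. For young control 6, the median correlation with the other arrays was 0.974, and the mean log2 signal was above the median of the group's other arrays by 2.93 for meninges, 2.13 for choroid plexus, 1.16 for extracellular matrix, 1.03 for MHC class II, 0.91 for endothelial, 0.61 for ventral hippocampus, 0.45 for MHC class I, 0.43 for activated microglia, 0.42 for complement, 0.32 for interferon response, 0.24 for inflammatory response, 0.22 for lysosome, 0.18 for astrocyte and 0.14 for insulin receptor signaling genes, and by 0.29 for F3. For young PIO 1 the differences were 0.49 for choroid plexus, 0.45 for thalamus, 0.40 for complement, 0.31 for activated microglia, 0.30 for myelin, -0.0787 for pyramidal and granule neuron and -0.17 for ventral hippocampus genes. Others were blood cell genes in aged PIO 2 (0.59), oxidative phosphorylation in aged control 1 (-0.0489), Il33 in young PIO 4 (0.21) and aged control 6 (-0.21), Pparg in young control 8 (-1.38) and aged control 7 (-1.43), Serpina3n in young PIO 2 (-2.32) and Zfp36 in aged PIO 8 (0.44). Pparg and Serpina3n are dim, with mean signals of 30.4 and 14.5.
At the preset correlation camera called an interaction for meninges (median log2 0.36), choroid plexus (0.31), extracellular matrix (0.11), endothelial (0.10) and neurogenesis genes (0.0572). It called 0 of these 5 with an estimated correlation. None was called at the preset correlation with young control 6 left out (adjusted p = 0.982, 0.846, 0.959, 0.959 and 0.0925, in that order). Lists for which the paper gives no expression value as a group were called by camera for PIO, with medians of -0.18 for meninges, -0.0593 for extracellular matrix, 0.0437 for immediate early and 0.0289 for interneuron genes (for each, adjusted p = 0.904 with an estimated correlation). For age the same holds for interferon response (0.17), glucocorticoid response (0.0655), meninges (-0.16), endothelial (-0.0627) and extracellular matrix genes (-0.0411), with adjusted p = 0.0671, 0.387, 0.601, 0.590 and 0.601 with an estimated correlation, in that order. Without young control 6 the age medians of meninges, endothelial and extracellular matrix genes were 0.00, -0.02 and 0.00 (adjusted p = 0.729, 0.743 and 0.749). The age call of endothelial genes was also lost without young PIO 1 (adjusted p = 0.0604), aged control 4, 6 or 7 (0.0787, 0.0754 and 0.0769) or aged PIO 1, 5 or 10 (0.0575, 0.0613 and 0.0844), that of extracellular matrix without young PIO 1 (0.0577), aged control 4 (0.0648) or aged PIO 1 or 10 (0.0640 and 0.0562), and that of the glucocorticoid response without aged PIO 8 (0.0627).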

How the results depend on the processing

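Subject numbers of 5 and above as a covariate, the lists without young control 6, and young PIO 1 and aged PIO 1 left out were chosen after the result was seen. The last raises the age count by its construction, and also the interaction of lists that are higher with age. Of 200 values of 20 results under other settings, 162 were the same in call or within 1.5 times, 37 moved and 1 went past its threshold; the causes were not tested except where fewer genes or arrays show them. Dim probe sets limit what can be read: Pparg, Serpina3n and Mug1 lie below the 44.4 limit.
Genes changed with age (76) numbered 46 with the methods' test per gene on log2 signals (46 of them shared), 46 on linear signals (45 shared), 50 after quantile normalization (48 shared), 50 with no filter (48 shared), 50 over the 7922 brightest genes (42 shared), 159 with a weight per array (76 shared) and 252 with young PIO 1 and aged PIO 1 left out, and lay between 36 (without aged PIO 2) and 176 (without young PIO 1) with 1 array left out; the other arrays that moved it by over 1.5 times were young control 2 (48), 3 (49), 5 (42) and 6 (127), young PIO 2 (45), 4 (45), 5 (49), 6 (41) and 7 (39), aged control 2 (39) and 3 (42), and aged PIO 1 (161), 4 (39), 5 (45) and 8 (47). Aged control against young control (3) gave 1 with the methods' test on log2 signals, no filter, the brighter 50%, the 7922 brightest genes, every probe set or the covariate, 6 with a weight per array, 87 in the additive fit, 32 with the pair left out, and 1 to 15 with 1 array left out (1 without young control 1 to 6, young PIO 2, aged control 1, 2, 3 or 7, or aged PIO 2, 5, 8 or 10; 5 without young control 8, 13 without young PIO 1, 15 without aged PIO 1). Aged PIO against young PIO (0) gave 87 in the additive fit, 65 with the pair left out and 0 to 22 with 1 array left out (22 without young PIO 1, 7 without aged PIO 1). The additive fit gives both pairs 1 common age effect. PIO and the interaction stayed at 0 genes in limma and in each alternative, with 1 array left out included.
At an unadjusted p up to 0.05, every probe set gave 1906 for age, 581 for PIO and 432 for the interaction, the brighter 50% gave 181 and 130 and the 7922 brightest genes 152 and 108 for PIO and the interaction, as more or fewer features were tested. With an estimated correlation 1 list was called for age, 0 for PIO and 0 for the interaction. With fry 13 lists were called for age, 0 for PIO and 0 for the interaction. With no filter 1 list and with the covariate 3 lists were called for the interaction. Without young control 6, 2 lists were called for PIO and 0 for the interaction. With the pair left out 2 were called for PIO and 11 for the interaction (with an estimated correlation as well, 7 for age, 0 and 0). Inflammatory response genes for the interaction numbered 4 after quantile normalization (share of draws 0.0386). The correlation of the age effects of both diets was 0.0900 with no filter. The age value of Insr, 0.00, was -0.0271 after quantile normalization and -0.00184 with the pair left out, both within its standard error of 0.05. Of 2532 values of 176 named results under 15 alternatives, 2418 kept call and direction, 55 fell below the threshold, 57 passed it and 2 were reversed.
With subject number as a replicate block, 20 genes changed with age (17 shared), 19 of 28 named values past the threshold were not past it and 2 lists were called for PIO. The groups share numbers, not animals: 24 of 36 pairs of arrays with the same number had a correlation of deviations over 0.1 (median 0.135, lowest -0.0903), and 9 of 28 arrays correlated best with their own number, a hint from the data and not from the design.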

Differences from the paper's values

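No alternative added after seeing the data is used in this part. The paper tested 7922 probe sets chosen by presence calls and annotation grade, and 11632 genes were tested here, so that counts come from different sets of genes at the same threshold.
For the interaction, the paper reports 125 genes at p≤0.05, and 204 were counted here; as shares of the genes tested these are 1.58% of 7922 and 1.75% of 11632, so that the counts differ with the number of genes tested and the shares are close. Of the 11 alternatives set before the data were examined, 3 lie within 1.5 times the paper's count: the methods' test per gene on linear signals (187), the brighter 50% of probe sets (130) and the 7922 genes with the highest mean signal (108). The other 8 do not: the methods' test on log2 signals (194), quantile normalization (212), no filter (299), 16 added to every signal (209), every probe set (432), moderation with trend and robust (189), a weight per array (205) and the block (295).
For age, the paper's false discovery rate is 0.21, and the median here was 0.330. Table S1 of the paper prints other medians of this rate, 0.0943 for age, 2.39 for the drug and 3.85 for the interaction, where the text gives 0.21, 2.3 and 3.8, and the comparison for age depends on which is meant. Of 12 alternatives set before the data were examined, a weight per array (0.267) lies within 1.5 times the paper's value and the other 11, from 0.331 to 0.476, do not.
For the resampling of inflammatory response genes with age, the paper gives p = 0.01, and here 0 of 10000 draws held as many genes as the list, in each of the 5 alternatives too. For the interaction the paper gives p = 0.27, and the share here was 0.124. Of the 5 alternatives set before the data were examined, the methods' test on log2 signals (0.314) and no filter (0.194) lie within 1.5 times the paper's value, and the methods' test on linear signals (0.0967), quantile normalization (0.0386) and the list without the paper's genes (0.701) do not. The paper fitted normal distributions to draws of 141 genes of a Gene Ontology term, while a list of 69 measured genes was used here.
Table 2 of the paper places Insr among the genes lower with age. The probe set that stands for it here had a log2 fold change of 0.00, and a dimmer probe set, with a mean signal of 93.4, one of -0.29. In the lists of Table 2 for lower genes, 72 of the 73 measured had a negative log2 fold change. Insr is the exception because the brighter probe set stands for it. The dimmer probe set was lower with age, as the paper has it (p = 0.0012 in the methods' test on linear signals).
The paper calls Mug1 by interaction at p≤0.05. The permutation test on log2 signals gave p = 0.0566, and the methods' test on linear signals, set before the data were examined, gave p = 0.0490. For the other genes it names, the permutation p also lies below 0.05: Zfp36 (p = 0.0313) and Serpina3n (p = 0.0266) for PIO, F3 (p = 0.0445) and Tlr4 (p = 0.0403) for the interaction. The paper chose these genes for their p on the same arrays, so that low p values here are preset and not independent evidence. Ednra, which it names too, has no probe set in the annotation used here.
The paper places Il33 among the genes higher with age at p≤0.05. Its permutation p of 0.0307 lies below that threshold too, on the arrays on which the paper chose it, and its adjusted p in limma over all genes was 0.432.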

Other observations

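The relation of Zfp36 to immediate early genes in this part was chosen after the values were seen.
For most other cell types no shift of the markers with age was called. Of 21 astrocyte markers, with a median log2 fold change with age of 0.01, 0 passed the adjusted threshold in limma and 1 was at an unadjusted p up to 0.05 (camera, adjusted p = 0.632), and Gfap, the intermediate filament of astrocytes, was at 0.12 (adjusted p = 0.296). Of 12 markers of oligodendrocyte precursors, with a median of 0.01, 0 passed over all genes and 1 fell when adjusted over the list alone (adjusted p = 0.990 from camera). Of 17 genes of neurogenesis and immature neurons, with a median of -0.01, 0 passed over all genes and 1 fell when adjusted over the list alone (camera, adjusted p = 0.508). Interneuron markers had a median of 0.04 (adjusted p = 0.346), blood cell markers 0.16 over 5 genes (adjusted p = 0.147, adjusted p = 0.375 with an estimated correlation, permutation adjusted p = 0.223, and 0.0204 from camera at the preset correlation with dim probe sets kept), and those of choroid plexus -0.06 (adjusted p = 0.582). Markers of neighbouring or regional tissue were at 0.01 for thalamus (adjusted p = 0.990), 0.01 for striatum (adjusted p = 0.508) and -0.04 for ventral hippocampus (adjusted p = 0.188). The mean of the choroid plexus markers was -0.05 with all arrays and 0.09 without young control 6. That of the ventral hippocampus markers was -0.07 and -0.03. An adjusted p above 0.05 does not show that levels were equal.
Among pathways, the glucocorticoid response, which adrenal hormone switches on, had 20 of 24 members positive with age and a median of 0.07, with 0 past the adjusted threshold in limma over all genes or adjusted over the list alone and 6 higher and 2 lower at an unadjusted p up to 0.05. Camera gave an adjusted p of 0.0106, and an adjusted p = 0.387 with an estimated correlation, and the call was lost without aged PIO 8 (adjusted p = 0.0627). Sgk1, a kinase that this hormone induces, was at 0.32 (standard error 0.14, adjusted p = 0.429 from limma), and Mertk, a receptor by which phagocytes take up dying cells, at 0.17 (adjusted p = 0.155). Potassium channels of the afterhyperpolarization had a median of -0.02 (adjusted p = 0.119, and adjusted p = 0.375 with an estimated correlation). Without young control 6 camera gave 0.0253 at the preset correlation, and the permutation of the list mean p = 0.159 (adjusted p = 0.276). Target genes of PPAR receptors had an age median of 0.02 (adjusted p = 0.275), with Lpl the 1 gene that fell. Ribosomal protein genes (-0.00), immediate early genes (0.02) and genes of heat shock and the unfolded protein response (median -0.01, mean 0.02) each had an adjusted p of 0.990.
A test of the mean of each list by permuting labels, which does not assume independent genes, gave 12 of 33 lists for age at an adjusted p under 0.05, and 0 for PIO and 0 for the interaction (0 also at an unadjusted p under 0.05). Higher with age were microglia, activated microglia, MHC class II, complement, interferon response, inflammatory response, lysosome, myelin and lipid synthesis. Lower were pyramidal and granule neurons, calcium channels and glutamate receptors. Without young control 6 this test gave 13, 0 and 0.
Over the 29 arrays, with group means taken out, Zfp36 and the mean of the other 38 immediate early genes had r = 0.477 (permutation p = 0.0085) with a rank correlation of the same sign (permutation p = 0.0116), and r = 0.365 without the 2 arrays farthest from the median. This was the 1 relation of this kind computed. Immediate early genes with PIO kept their camera call with each array left out in turn (adjusted p from 6.55e-07 to 0.0243) at the preset correlation, but had none with an estimated correlation (adjusted p = 0.904 with all arrays), and the permutation of diet labels gave p = 0.208 for the mean of the list.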
